# Chronic developmental hypoxia alters rat lung immune cell transcriptomes during allergic airway inflammation

**DOI:** 10.14814/phy2.15600

**Published:** 2023-02-07

**Authors:** Michelle Chu, Huanling Gao, Patricia Esparza, Abigail Pajulas, Jocelyn Wang, Rakshin Kharwadkar, Hongyu Gao, Mark H. Kaplan, Robert S. Tepper

**Keywords:** airway inflammation, hypoxia, single‐cell RNA sequencing

## Abstract

Populations that are born and raised at high altitude develop under conditions of chronic developmental hypoxia (CDH), which results in pulmonary adaptations of increased lung volume and diffusion capacity to increase gas exchange. It is not clear how CDH may alter allergic inflammation in the lung. In this study, we sought to characterize the impact of CDH on immune cell populations in the rat lung during a murine model of asthma. Rats were bred and raised in either hypoxic (15% oxygen, CDH) or normobaric room air (20% oxygen). At 3‐weeks of age, animals were sensitized to ovalbumin (OVA) or physiologic saline (phosphate‐buffered saline [PBS]) as a control, followed by three consecutive days of intra‐nasal OVA or PBS at 6‐weeks of age. We then assessed airway reactivity and allergic‐associated cytokine levels. This was followed by single‐cell transcriptomic profiling of lung cell populations. In scRNA‐seq analysis, we assessed differentially expressed genes, differentially enriched functional pathways, immune cell exhaustion/activation markers, and immune cell secretory products. Our results show that while OVA heightened airway reactivity, CDH suppressed airway reactivity in OVA‐challenged and control animals. Through scRNA‐seq analysis, we further demonstrate that CDH alters the transcriptional landscape in the lung and alters transcriptional programs in immune cells. These data define CDH‐dependent changes in the lung that impact airway reactivity.

## 1 INTRODUCTION

Over 140 million people worldwide live at an altitude higher than 2500 m above sea level. Populations that live at high altitude develop and thrive in a chronic hypoxic state (Frisancho et al., 1997). To acclimate to hypoxia, residents at high altitudes must make physiological adaptions to increase oxygen transport to tissues or alter cellular metabolism. We have previously shown that newborns at high altitudes have increased lung volumes compared to infants at lower altitude, an adaptation that allows for increased oxygen exchange across the larger surface area (Frisancho et al., 1995). Additionally, this adaptation is maintained in older children and adults who experienced chronic hypoxia since birth (DeGraff et al., 1970; Droma et al., 1991; Greksa et al., 1994; Guleria et al., 1971; Mueller et al., 1978; Remmers & Mithoefer, 1969).

Physiological alterations in lung structure and function under hypoxic conditions alongside the qualitative observation that patients with allergic airway diseases experience attenuation of symptoms when residing in high mountainous regions suggested that hypoxic environments might improve asthmatic patient outcomes. One confounding aspect of this phenomenon is the fact that there is decreased abundance of common allergens, such as house dust mite, at high altitudes which then naturally leads to decreased exacerbation of asthmatic symptoms (Spieksma et al., 1971; van Velzen et al., 1996). However, the lower allergen titers do not fully explain the decrease in asthmatic symptoms at high altitudes. Rijssenbeek‐Nouwens et al. (2012) have shown that non‐allergic patients with severe refractory asthma also demonstrate decreased airway inflammation in response to high altitude conditions indicating that hypoxic conditions have potential direct effects on the asthmatic response.

Hypoxia induces expression of HIF‐1α (hypoxia inducible factor 1 subunit alpha), a transcription factor that is a master regulator of oxygen homeostasis by modulating physiological functions to increase oxygen transport (Semenza, 2001). HIF‐1α activation increases expression of vascular endothelial growth factor to facilitate angiogenesis in response to hypoxic conditions (Forsythe et al., 1996; Liu et al., 1995) and also shifts cells away from cellular respiration and toward oxygen‐independent glycolysis (Cheng et al., 2014; Sun et al., 2020). Additionally, HIF‐1α plays an active role in various immune cell populations. Inhibition of *Hif1a* leads to increased NK cell activity (Ni et al., 2020), decreased dendritic cell glycolysis and migration (Liu et al., 2019), while HIF‐1α induction increased expression of the exhaustion marker Tim‐3 on microglia (Koh et al., 2015). Moreover, several studies have shown that hypoxia promotes T cell exhaustion in the tumor microenvironment. T cells isolated from human PBMCs cultured under hypoxic conditions demonstrated increased *Hif1a* expression, decreased T cell expansion, and increased exhaustion markers (Liu et al., 2020). Hypoxia inhibits effector CD4+ T cell expansion and function in a HIF‐1α‐dependent manner (Westendorf et al., 2017). While the attenuation of immune cell function is not ideal in the context of tumor biology, it is beneficial in the context of allergic airway diseases and several reports demonstrate that hypoxic conditions achieved by high altitude therapy improves lung function and decreases the inflammatory phenotype in asthmatic patients. A meta‐analysis by Vinnikov et al. showed that high altitude climate therapy (HACT) significantly improved lung function in data aggregated from both asthmatic children and adults (Vinnikov et al., 2016). Additionally, Karagiannidis et al. (2006) showed that HACT impacts CD4+ helper T cells decreasing the number of inflammatory, circulating Th2 cells, and decreasing mRNA levels of IFNγ and IL‐13. While these and other studies have investigated the effect of post‐natal hypoxia exposure on lung function and immune cell function, it remains unknown how hypoxia beginning at conception and maintained during the post‐natal development period affects airway reactivity and lung immune cell populations. In this study, we utilized a rat model of chronic developmental hypoxia (CDH) superimposed with a model of allergic airway inflammation to evaluate the effect of CDH on critical asthmatic phenotypes: airway reactivity and lung inflammation. We hypothesize that CDH will decrease airway reactivity, decrease lung inflammation, and alter lung immune cell populations.

## 2 METHODS

### 2.1 Animals and ethical statement

Sprague Dawley rats from Harlan Indianapolis were used in these studies. Studies involving animals in this report were approved by the Institutional Animal Care and Use Committee.

### 2.2 Chronic hypoxia asthma model

Rat breeding pairs were acclimated to either hypoxic (15% FiO_2_) (CDH) or normoxic/room air (RA) conditions for 3 weeks. Pups born to the breeding pairs were then weaned and raised in the same conditions in which they were born. At 4–6 weeks of age, both hypoxic and normoxic animals received intraperitoneal ovalbumin (OVA, 250 μg in phosphate‐buffered saline [PBS]) and pertussis toxin (50 ng) followed by a booster 8–12 days later. Both hypoxic and normoxic rats were then challenged with either intra‐nasal OVA or a PBS vehicle control for 3 days.

### 2.3 Splenocyte stimulation

Spleens of male and female rats were smashed between glass slides and subsequently filtered through a 70 μM filter to dissociated into single cells. Red blood cells were lysed with ACK lysis for 5 min. Splenic cells were then restimulated for 3 days with OVA (250 μg/ml) in RPMI + 1% fetal bovine serum.

### 2.4 scRNA‐seq and analysis

Lung samples were processed individually without pooling. Lungs of male mice were cut into small pieces and incubated with 0.5 mg/ml Collagenase A for 45 min at 37C in 15 ml Dulbecco's Modified Eagle Medium (DMEM). The digested lung was then dissociated into a single‐cell suspension by separation through a 70 μM filter twice. Red blood cells and dead cells were removed with Miltenyi Dead Cell Removal Kit. Cells were resuspended at 1 million/ml and sent to the core for sequencing. Cell viability was assessed at 86%–96% for all samples prior to sequencing. Viability was assessed with Trypan Blue staining followed by counting via hemocytometer. Library preparation for scRNA‐sequencing was performed using following kits: Chromium™ Single Cell 3′ Library and Gel Bead Kit V3, 4 rxns PN‐120267, Chromium Single Cell A Chip Kit, 16 rxns PN‐1000009, Chromium i7 Multiplex Kit, 96 rxns PN‐120262. Twenty‐eight basepair of cell barcode, and UMI sequences and 91 bp RNA reads were generated with Illumina NovaSeq 6000 at CMG of Indiana University School of Medicine. CellRanger 3.0.2 was utilized to process the raw sequence data generated. Briefly, CellRanger used bcl2fastq to demultiplex raw base sequence calls generated from the sequencer into sample specific FASTQ files. The FASTQ files were then aligned to the rat reference genome with RNAseq aligner STAR. The aligned reads were traced back to individual cells and the gene expression level of individual genes were quantified based on the number of UMIs (unique molecular indices) detected in each cell. The filtered feature‐cell barcode matrices generated by CellRanger were used for further analysis. A representative sample from each condition (similar trends in differentially expressed genes [DEG] were observed in replicates) that were run at the same time to avoid batch effects was selected based on sequencing depth to be used for further downstream analysis as described below.

scRNAseq analysis was performed with R version 4.0.5 (Shake and Throw) and Seurat version 4.0.3. Three biological replicates of each experimental cohort were integrated into a summative object representing the cohort and all four cohort objects were merged into a final Seurat object. Quality control cutoffs were: mitochondrial % <10, and total RNA counts >5000 and <200. Uniform Manifold Approximation and Projection (UMAP) was produced using the first 50 principal components. Differential gene expression (DGE) analysis for each cell cluster was performed with Wilcoxon rank sum test. Differentially expressed genes are those whose expression between two groups differed by at least 0.20 log fold change and were expressed in at least 10% of total cells. Gene set enrichment analysis (GSEA) for each cell population was performed on only significantly differentially expressed genes where adjusted *p* < 0.05. Gene rat annotations were pulled from the Org database. Plots were produced with ggplot2, enrichplot, fmsb, and tidyverse.

### 2.5 Statistics

All statistics were done using Prism software version 9 (GraphPad). Analysis of variance with Šidák's multiple comparison correction was used for the comparison of three or more groups unless otherwise stated. Wilcoxon rank sum test with false discovery rate correction was used for DGE analysis. In considering statistically significant gene expression of gene expression, we used statistics generated from pairwise comparisons within the OVA‐challenged or PBS‐challenged groups (Table S3). We were less stringent and allowed for evaluation of genes that have only a significant unadjusted *p* value as they still potentially demonstrate a true difference between populations.

### 2.6 Multiplex

Cells from splenocytes collected from male and female CDH and RA‐conditioned rats were stimulated with OVA or a vehicle for 24 h. Supernatants were collected and processed for Multiplex analysis. BALF fluid was collected from CDH and RA‐conditioned rats sensitized and challenged with OVA and processed for multiplex analysis.

### 2.7 Airway reactivity

Anesthetized (Ketamine/Xylazine), tracheotomized, and paralyzed (Pancuronium) animals were mechanically ventilated (Flexivent—murine model). Respiratory resistance was assessed with the Flexivent at baseline and then with increased concentrations of inhaled acetylcholine.

## 3 RESULTS

### 3.1 Asthma phenotyping in rats conditioned under chronic hypoxia versus normoxia

We utilized a model of CDH (Figure 1a) to assess the effect of CDH on the OVA‐induced asthma phenotype. The multiple phenotypes we assessed in the four groups are in Figure 1. OVA sensitization and challenge produced an increase in lung inflammation relative to PBS with increased cellularity, which did not differ between CDH and RA rats (Figure 1b). There was also an increase in airway reactivity following OVA challenge as compared to PBS challenge, however, CDH significantly decreases airway reactivity in both OVA‐ and PBS‐challenged groups (Figure 1c). We then performed a multiplex protein assay for cytokines (IL‐4, IL‐5, IL‐13, IL‐17A, IFNγ) associated with allergic airway inflammation. We found that OVA‐challenged animals showed increased cytokine production from ex vivo OVA‐stimulated (250 μg/ml) splenocytes (Figure 1d). Although there were no differences between the CDH and RA groups, there was a tendency for the CDH group to have lower levels for all cytokines, as well as a more homogenous response within the group compared to RA animals. We additionally collected BALF from all rats but did not see significant differences in BALF cytokine concentrations between CDH and RA rats (Figure S1). These results suggest that CDH had a modest effect on immune sensitization and recruitment of immune cells to the lung but a significant effect on airway hyperreactivity.

**FIGURE 1:**
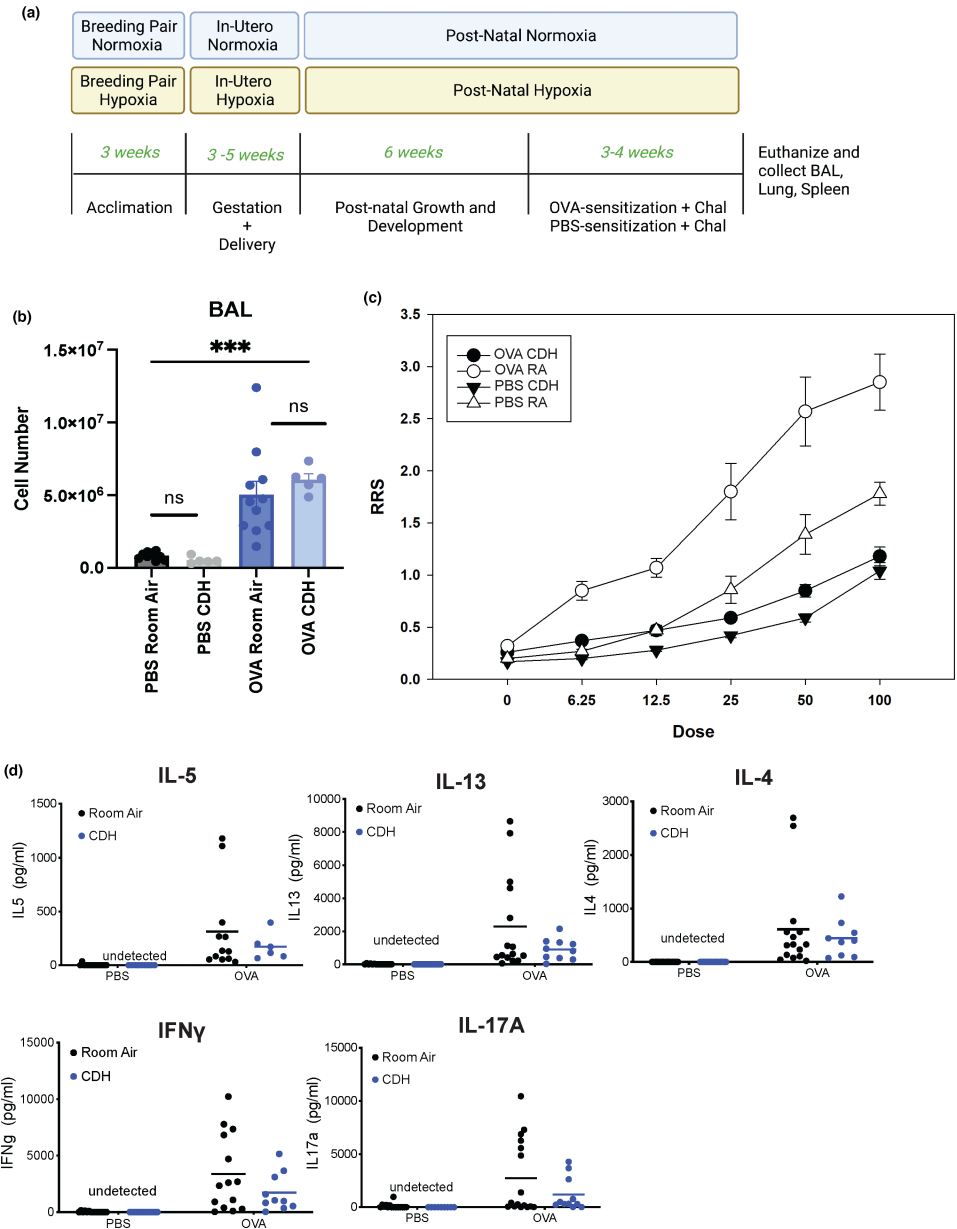
Cytokine production and respiratory resistance in CDH versus room air experienced rats challenged with OVA or PBS. (a) Schematic showing the timeline and outcomes within the congenital developmental hypoxia model. (b) Cell numbers from BAL samples taken from male and female rats at the end of the CDH model. *N* = 5–20. ***p < 0.001. *N* = 5–11, one‐way ANOVA with Tukey's post hoc test for multiple comparisons. (c) Airway reactivity dose response curves generated from male and female rats at the end of the CDH or vehicle sensitization and challenge course. Increasing resistance of respiratory system (RRS) with increasing acetylcholine doses analyzed with repeated ANOVA using log transformed RRS. OVA treatment resulted in a greater response compared to PBS (*p* < 0.0001), and RA had a greater response compared to CDH (*p* < 0.0001). (d) Multiplex analysis of supernatants from OVA‐stimulated splenocytes from CDH versus room air‐conditioned male and female rats sensitized with OVA or PBS. *N* = 10–14. ANOVA, analysis of variance; CDH, chronic developmental hypoxia; OVA, ovalbumin; PBS, phosphate‐buffered saline; RA, room air.

### 3.2 scRNAseq overview of cell populations altered by chronic developmental hypoxia and OVA challenge

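Lungs of 12 male rats, 3 animals in each of 4 groups, were dissociated and profiled by droplet-based single-cell RNA sequencing, in which each transcript molecule is counted once by its unique molecular identifier (UMI). The groups were PBS-challenged and OVA-challenged rats raised in room air (PBS RA, OVA RA) or under chronic developmental hypoxia at 15% inspired oxygen (PBS CDH, OVA CDH). Each library holds the lung of 1 animal, group names follow the labels of the deposited samples throughout, and no value in the files by itself identifies an animal's rearing or challenge. By the methods and the labels, all groups were sensitized with 250 μg OVA and 50 ng pertussis toxin and then challenged for 3 days with OVA or PBS, whereas the figure legends describe the PBS groups as sensitized with PBS. The methods and the labels also differ in the collagenase concentration and in how red blood cells were removed, and the methods name both a representative sample per condition and 3 integrated replicates. All 12 libraries were used. The 6 PBS libraries came from 1 sequencing run and the 6 OVA libraries from the other, so a difference between OVA and PBS cannot be told apart from a difference between runs. The authors aligned the reads to the rat genome (build rn6 in the submitters' processing notes) with Cell Ranger 3.0.2 and deposited UMI counts of 28528 genes per cell barcode with no further normalization. Total counts per library ranged from 67652782 to 87124312 UMIs in PBS RA (median 80992831), from 63609927 to 87073628 in PBS CDH (median 82608902), from 52696915 to 65087754 in OVA RA (median 56124746) and from 51707844 to 77170594 in OVA CDH (median 76333533). Of 129994 barcodes, 42711 were kept as cells, those with a mitochondrial share under 10% and 200 to 5000 total UMIs, which is how the cutoffs in the methods were read. In each library 35.9 to 50.2% of the barcodes held more than 5000 UMIs, and 200 to 5000 detected genes was run as the other reading. The kept cells held 5023654 to 6501332 UMIs per library in PBS RA (median 6321680), 5028823 to 6687107 in PBS CDH (median 5662500), 10147327 to 11568356 in OVA RA (median 10217221) and 9747416 to 18767048 in OVA CDH (median 18383714), at a median of 1669 to 3071 UMIs per cell. Cells were clustered, and clusters were named from fixed marker genes, so a class name such as fibroblast or neutrophil stands for fibroblast-like or neutrophil-like clusters. UMIs were summed over all kept cells of a library (whole lung) or over its cells of a class. Animals and not cells were therefore the replicates, 3 per group, and levels are given as CPM, which scale a gene's UMIs to the summed UMIs of the library or class, with the SD over libraries. Groups were compared in 1 fit over all libraries with the quasi-likelihood test of edgeR, at an adjusted p under 0.05, and a class was tested where each library of the compared groups held at least 10 of its cells. Gene lists were tested with camera at a preset correlation between genes of 0.01 and again with the correlation estimated from the data.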

We further investigated the potential effects of CDH in this asthma model by performing single‐cell RNA seq analysis of three animals from each of the four groups. Total lung cell numbers included in scRNA‐sequencing from each sample are in Figure 2b. OVA treatment significantly increased lung cellularity compared to PBS treatment. However, CDH in conjunction with OVA treatment showed an intermediate phenotype where cell counts were not significantly different from either PBS‐treated conditions or from the RA OVA condition. 

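More cells were kept after OVA challenge. Libraries of OVA-challenged rats held 4525 ± 1566 kept cells and libraries of PBS-challenged rats 2594 ± 519 (mean ± SD, 6 libraries each), a difference of 1931 cells and a ratio of 1.75. Few relabellings of the libraries gave a difference as large (two-sided exact permutation test over 924 relabellings, p = 0.00649, where the smallest possible is 0.00216). Single libraries overlapped, with 3434 cells in PBS RA replicate 2 and 3344 in OVA RA replicate 3. With cells kept by detected genes the means were 8774 and 5368 (exact permutation p = 0.00216). The numbers count cells kept per library and not per lung. Before the filter, barcodes per library averaged 10619 in PBS RA, 9593 in PBS CDH, 10551 in OVA RA and 12568 in OVA CDH. Barcodes with 10% or more mitochondrial UMIs, which the filter removes, were 30.4 to 53.2% of each PBS library and 17.7 to 24.9% of each OVA library. With the challenges in separate runs no value within a run can be given.

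**Figure D1:**
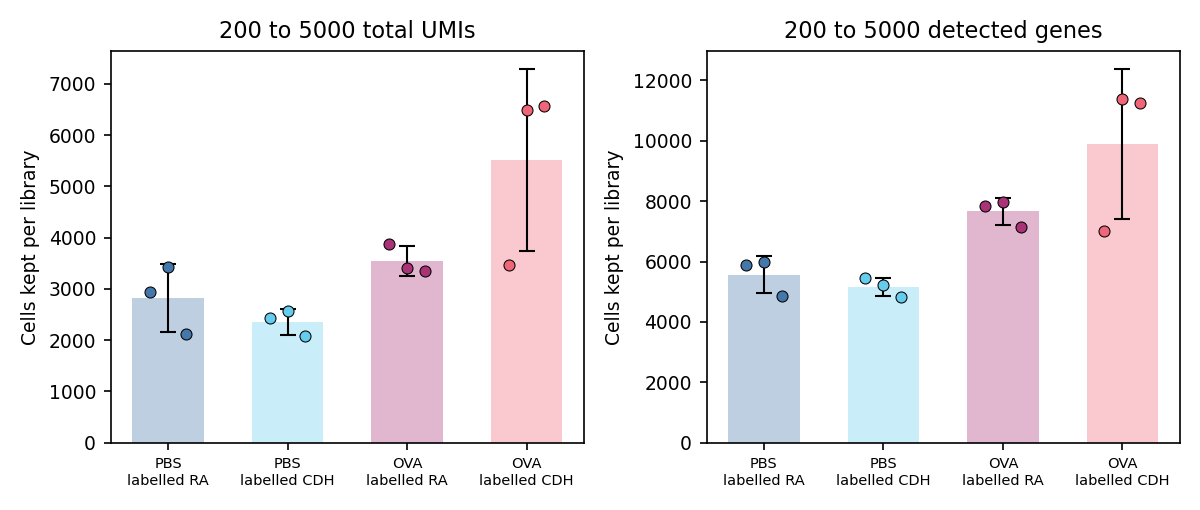
Cells kept per library in the 4 groups, with the cutoffs read as total UMIs (left) and as detected genes (right). Bars are means, error bars the SD and points the 3 libraries of each group, and the OVA RA and OVA CDH means of 3540 and 5509 cells lie above those of both PBS groups on the left.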

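Among OVA-challenged rats, libraries labelled CDH held 5509 ± 1772 cells and libraries labelled RA 3540 ± 291 (mean ± SD; two-sided exact permutation test, p = 0.2). In PBS-challenged rats the numbers were 2358 ± 252 in CDH and 2829 ± 665 in RA (exact permutation p = 0.3). Compared with PBS RA, the exact permutation p was 0.1 for OVA CDH and 0.3 for OVA RA, and compared with PBS CDH it was 0.1 for both OVA groups. With 3 animals against 3, no p below 0.1 is possible, so none of these pairs can be separated by this test. Over both challenges, libraries labelled CDH held 748.8 more cells than those labelled RA (exact test permuting within each challenge, 400 relabellings, p = 0.335).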

The three scRNA‐seq datasets for each experimental condition were merged into a representative dataset for each of the four experimental conditions and the data from the four representative groups was then concatenated into a final comprehensive object for downstream analysis. 

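The lung cells fell into 23 named classes. Lymphoid and myeloid classes were B cell, plasma cell, naive T cell, regulatory T cell, NK cell, innate lymphoid cell 2, neutrophil, mast cell or basophil, classical and nonclassical monocyte, alveolar and interstitial macrophage, dendritic cell, plasmacytoid dendritic cell and proliferating cell. Structural classes were endothelial cell, fibroblast, smooth muscle cell or pericyte, mesothelial cell, alveolar type II cell, secretory airway cell and ciliated cell, and erythroid cells formed a class of their own. No cluster took the name memory T cell, and the fixed markers did not divide macrophages into M1 and M2. Neutrophils came from different clusters in the challenges. A cluster led by the inflammatory genes Acod1, Ccl3 and Ifit3 held 85.4% of the neutrophils of PBS RA and 64.2% of those of PBS CDH, while another cluster held 90.5% and 85.2% of those of OVA RA and OVA CDH. Interstitial macrophages divided in a like way, with 80.2% (PBS RA) and 65.7% (PBS CDH) in 1 cluster and 89.5% (OVA RA) and 87.9% (OVA CDH) in the other. NK cells lay in 2 clusters, and a different one of them held the larger part in PBS RA (54.9%) and in PBS CDH (50.2%). Clustering used the 86878 cells with a mitochondrial share under 10% and at least 200 UMIs and gave 44 clusters, of which 12 stayed unnamed. Unnamed cells made up 3.73% (OVA CDH) to 5.97% (PBS CDH) of the kept cells of a group.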

Unsupervised clustering based on cell‐specific expression of genes produced 24 distinct populations consisting of resident and infiltrating immune cells and lung structural cells (Figure 2a,c,d; Figure S2). We also saw that OVA‐challenged animals have increased specific immune cell populations such as mast cells, interstitial macrophages, plasma B cells, and T cells. 

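Plasma cells and interstitial macrophages made up a smaller share of the libraries after OVA, and mast cells and naive T cells did not pass the test. In RA rats the plasma cell share fell by 4.41 on the log2 scale (0.269 ± 0.0984% to 0.00997 ± 0.0173% of kept cells, SE 1.03, adjusted p = 0.0016), and the interstitial macrophage share fell by 4.19 (3.30 ± 2.62% to 0.179 ± 0.00220%, SE 0.71, adjusted p = 8.95e-05). In CDH rats these classes fell by 2.74 (adjusted p = 0.0396) and 2.65 (adjusted p = 0.0033). Plasma cells were few, 24 in PBS RA, 1 in OVA RA, 7 in PBS CDH and 2 in OVA CDH. With the limit on total UMIs 34 plasma cells and 464 interstitial macrophages were kept in all, against 835 and 6640 with detected genes. The regulatory T cell share fell by 2.28 in RA (3.94 ± 0.807% to 0.808 ± 0.220%, adjusted p = 0.00426) and by 2.33 in CDH (adjusted p = 0.0033). Mast cell or basophil shares were 0.196 ± 0.162% and 0.542 ± 0.246% in PBS RA and OVA RA (log2 change 1.41, SE 0.73, adjusted p = 0.104) and 0.544% and 0.402% in PBS CDH and OVA CDH (log2 change -0.45, adjusted p = 0.729). The naive T cell share was 4.01% and 8.37% in RA (adjusted p = 0.141) and 6.83% and 7.81% in CDH (adjusted p = 0.808). Shares were tested on cells per class and library with the library's kept cells as offset, each group having 3 animals. The paper's figure counts cells instead. Mast cell or basophil cells numbered 18 in PBS RA and 59 in OVA RA, and 37 in PBS CDH and 60 in OVA CDH. The larger naive T cell cluster held 198 and 793 cells in RA and 349 and 1309 in CDH, and the smaller 122 and 104, then 131 and 143. Regulatory T cells numbered 345 and 87 in RA and 296 and 151 in CDH. Differences in these numbers were not tested.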

The lung structural cell compartment was additionally increased in response to OVA treatment (Figure S2). Also, OVA‐challenged groups had a cell cluster that was not present in either of the PBS‐challenged groups that we identified as red blood cell precursors due to the prominent expression of hemoglobin transcripts (*Hbaa1*, *Hbaa2*, *Hbb*). 

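Structural classes took a larger share of the OVA libraries. In RA rats ciliated cell, smooth muscle cell or pericyte, fibroblast, endothelial cell and secretory airway cell shares rose, by 3.36 (SE 0.67, adjusted p = 4.57e-04), 3.71 (SE 0.80, adjusted p = 8.38e-04), 1.44 (SE 0.60, adjusted p = 0.044), 1.64 (adjusted p = 0.0137) and 1.71 (adjusted p = 0.0137) on the log2 scale. Endothelial cells line blood vessels, and they were 0.582% of the kept cells in PBS RA and 1.84% in OVA RA. In CDH rats the smooth muscle cell or pericyte share rose by 3.00 (SE 0.65, adjusted p = 0.00116), the fibroblast share by 2.76 (SE 0.59, adjusted p = 0.00116), the ciliated cell share by 1.95 (adjusted p = 0.013) and the endothelial cell share by 1.35 (adjusted p = 0.0465). The secretory airway cell share in CDH (log2 change 0.31, adjusted p = 0.729) and the alveolar type II cell share in RA (log2 change 0.47, adjusted p = 0.684) did not pass the test.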

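Erythroid cells, named from hemoglobin and heme synthesis genes, numbered 139 ± 33.3 per library in OVA RA and 130 ± 10.8 in OVA CDH (mean ± SD, n = 3). PBS RA libraries held 0.333 on average, and no cell of the class was seen in PBS CDH, where 0 of 7074 kept cells allows a share of up to 0.0424%. The erythroid cell share rose by 8.02 on the log2 scale in RA (SE 0.92, adjusted p = 1.25e-06). Hbb, the beta chain of adult hemoglobin, was at 0.718 ± 0.648 CPM in PBS RA and 3036 ± 515 CPM in OVA RA, a log2 fold change of 12.12 (SE 1.08, adjusted p = 1.16e-04). Hba-a1 and Hba-a2 encode alpha chains, and they rose by 10.56 (SE 1.45, adjusted p = 6.32e-04) and 8.86 (SE 1.10, adjusted p = 3.97e-04). Within single OVA libraries Hbb and Hba-a1 also gave UMIs in the immune classes, at levels whose SD over classes was 0.932 and 0.580 on the log2 scale (median of 6 libraries).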

We next assessed differences in abundance of specific cell populations in response to CDH. While there were no significant differences observed among immune cells (Figure 2c), we do observe trending decreases in the granulocyte, memory T cell, and M2 macrophage compartments in lungs of OVA‐treated rats conditioned to CDH compared to OVA‐treated rats conditioned to RA. 

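Among OVA-challenged rats no immune class differed between the labels. Neutrophil cells, the granulocytes of these libraries, were 33.9 ± 6.50% of kept cells in RA and 34.9 ± 13.2% in CDH (mean ± SD, n = 3; log2 change 0.04, SE 0.52, adjusted p = 0.941 from edgeR). The naive T cell share was 8.37 ± 2.34% and 7.81 ± 4.54% (log2 change -0.10, SE 0.60), the interstitial macrophage share 0.179% and 0.227% (log2 change 0.29, SE 0.69) and the alveolar macrophage share 0.635% and 0.760% (log2 change 0.27). Changes of the NK cell, B cell and regulatory T cell shares were -0.08, -0.20 and 0.06. The SE of these changes, 0.52 and more on the log2 scale, leaves room for a neutrophil share well above or below that of RA.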

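In PBS-challenged rats neutrophil cells were 62.2 ± 2.70% of kept cells in RA and 39.1 ± 17.1% in CDH (mean ± SD, n = 3; log2 change -0.67, SE 0.53, adjusted p = 0.35 from edgeR), and the 3 CDH libraries spread widely. The naive T cell share was 4.01 ± 1.91% in RA and 6.83 ± 2.40% in CDH (log2 change 0.77, SE 0.61, adjusted p = 0.35), and the regulatory T cell share 3.94% and 4.27% (adjusted p = 0.842). Cytotoxic NK cell shares were 5.58 ± 1.72% and 13.0 ± 10.6% (log2 change 1.22, SE 0.64, adjusted p = 0.216). Interstitial macrophage and B cell shares gave log2 changes of -1.25 (adjusted p = 0.216) and 0.76 (adjusted p = 0.361). None of these classes passed the test, and with cells kept by detected genes the naive T cell change was -0.19.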

In the lungs of PBS‐treated rats, we see trending decreases in the effector T cell population as well as trending increases in the granulocyte, and naïve T cell compartments in response to CDH. In looking at structural cell populations in the lung (Figure S2), we see significant alterations in response to CDH in the fibroblast and ciliated epithelial cell compartments. 

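Fibroblast cells, which make collagen and other matrix, were 0.706 ± 0.226% of kept cells in OVA RA and 3.27 ± 1.44% in OVA CDH (mean ± SD, n = 3). Their share rose by 2.21 on the log2 scale in the libraries labelled CDH (SE 0.57, adjusted p = 0.0199 from edgeR), from 24.7 ± 6.66 to 163 ± 10.0 cells per library. In PBS-challenged rats the shares were 0.251 ± 0.139% in RA and 0.478 ± 0.0390% in CDH (log2 change 0.88, SE 0.62, adjusted p = 0.306). The OVA change missed the threshold when clustering used components centred per library and when any 1 OVA RA library or OVA CDH replicate 1 was left out. In simulated data a 4-fold rise of this class in OVA CDH was called in 7 of 20 data sets.

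**Figure D2:**
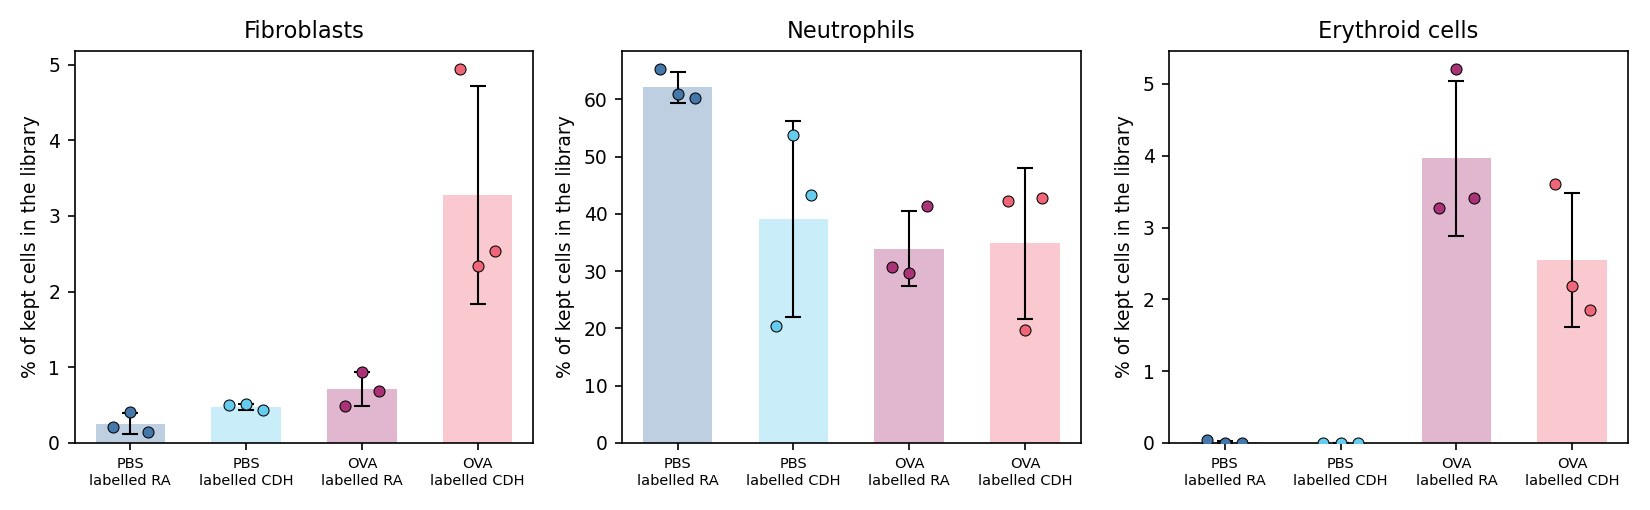
Share of kept cells in the fibroblast, neutrophil and erythroid cell classes, in percent, in the 4 groups. Bars are means, error bars the SD and points the 3 libraries of each group, and the fibroblast mean is 3.27% in OVA CDH against 0.706% in OVA RA.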

There is a significant reduction of fibroblasts in response to CDH under both OVA and PBS treatment. In the ciliated epithelial cell compartment, there is a significant reduction in number in response to CDH with PBS treatment, and a trending reduction with OVA treatment. These data confirm induction of allergic lung inflammation in our model of OVA‐induced asthma as well as suggesting that CDH may alter the abundance of immune and structural cell populations within the lung.

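The ciliated cell class holds the epithelial cells that move mucus. Its shares were 0.199 ± 0.151% of kept cells in PBS RA and 0.566 ± 0.0262% in PBS CDH (mean ± SD, n = 3; log2 change 1.53, SE 0.67, adjusted p = 0.17 from edgeR). In OVA-challenged rats they were 2.03 ± 0.694% in RA and 2.19 ± 0.625% in CDH (log2 change 0.11, SE 0.57, adjusted p = 0.941). Neither change passed the test. The secretory airway cell shares in PBS were 1.07% and 3.47% (log2 change 1.70, SE 0.57, adjusted p = 0.159).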

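Across the 23 classes and the unnamed cells, 14 class shares changed between OVA and PBS in RA rats and 10 in CDH rats. Between the labels CDH and RA, the fibroblast share was the 1 that passed in OVA-challenged rats, and in PBS-challenged rats the smallest adjusted p was 0.159. With cells kept by detected genes 19, 16 and 2 class shares changed in the first 3 of these comparisons. From the cell numbers after OVA and from the shifts between CDH and RA, the paper concludes that allergic lung inflammation was induced and proposes that CDH may alter the abundance of immune and structural cells.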

**FIGURE 2:**
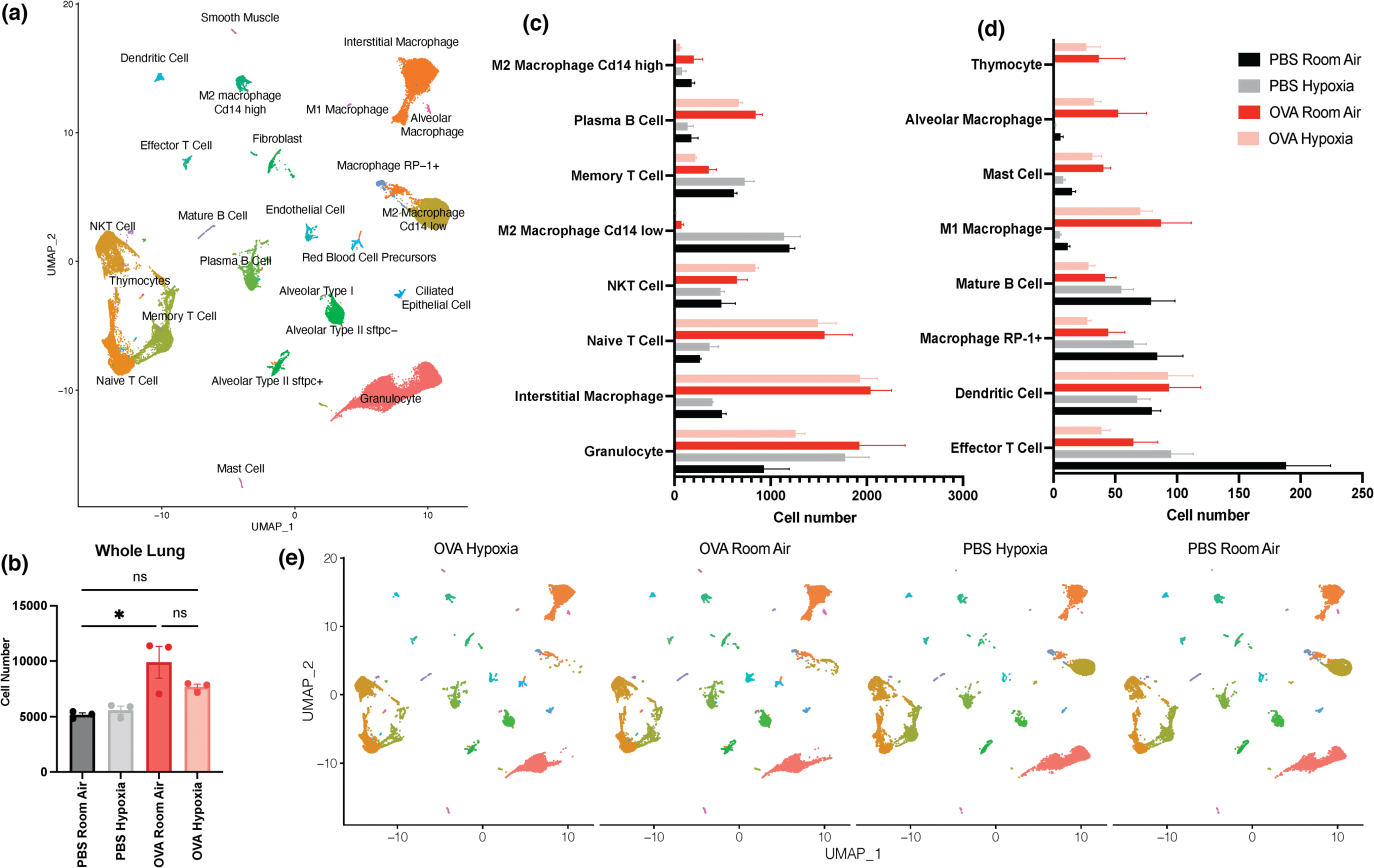
Cell populations from lungs of CDH versus room air‐conditioned male rats sensitized and challenged with PBS or OVA. (a) Combined UMAP of all samples: PBS room air, PBS CDH, OVA room air, OVA CDH with three biological samples each. (b) Total lung cell numbers from the scRNA‐seq datasets. *N* = 3, *p < 0.05. One‐way ANOVA with Tukey's post hoc multiple comparisons test. (c,d) Total cell numbers of lung immune cell populations within each scRNA‐seq experimental condition. *N* = 3. One‐way ANOVA with Tukey's post hoc multiple comparisons test. (e) Deconvoluted UMAP plots displaying each experimental condition. Each plot is a combination of three biological replicates. UMAP, Uniform Manifold Approximation and Projection; ANOVA, analysis of variance; CDH, chronic developmental hypoxia; OVA, ovalbumin; PBS, phosphate‐buffered saline.

### 3.3 DGE between chronic developmental hypoxia and RA experienced cells

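In whole-lung sums of PBS-challenged rats, 28 genes rose and 127 fell in the libraries labelled CDH compared with RA, among 11634 genes tested. Among the largest rises, Eln, which encodes elastin, went from 2.88 ± 2.80 to 28.3 ± 0.293 CPM (mean ± SD, n = 3; log2 fold change 3.27, SE 0.41, adjusted p = 0.0186 from edgeR), and Igfbp7, a secreted binding protein of insulin-like growth factors, rose by 1.32 (SE 0.26, adjusted p = 0.0342). The class II gene RT1-Bb went from 82.8 ± 44.6 to 402 ± 141 CPM (log2 fold change 2.28, SE 0.43, adjusted p = 0.0321). Among the largest falls, Gbp2, a guanylate-binding protein of antimicrobial defence, went from 901 ± 382 to 179 ± 107 CPM (log2 fold change -2.33, SE 0.44, adjusted p = 0.0321), and Cmpk2, Il18bp and Ube2l6 fell by 2.44, 2.20 and 1.95. Nampt, an enzyme of NAD synthesis, fell by 1.82 (SE 0.36, adjusted p = 0.0362). In OVA-challenged rats 11 genes rose and the count of falls was 0 with edgeR. Of the 11, Ppp1r14a, an inhibitor of myosin phosphatase in smooth muscle, went from 15.6 ± 2.70 to 71.5 ± 27.1 CPM (log2 fold change 2.19, SE 0.29, adjusted p = 0.0239). Genes with an unadjusted p under 0.05 numbered 2097 in PBS and 857 in OVA, and DESeq2 called 672 and 186 genes in all. The edgeR counts are not stable, since leaving out PBS RA replicate 2 gave 0 genes in PBS and leaving out PBS CDH replicate 2 gave 876, while without OVA RA replicate 2 the OVA count was 0. With the replicate number as a block over both challenges 0 genes passed in PBS by edgeR (2135 at an unadjusted p under 0.05), which takes every whole-lung call of CDH against RA in PBS, and with the block within PBS 114 rose and 414 fell, all of those named here among them.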

We next assessed if CDH alters gene expression in immune and structural lung cells by performing DGE analysis between CDH and RA datasets. Under both OVA and PBS treatment conditions, we see a significant increase in genes associated with class I and class II antigen presentation in response to CDH (Figure 3a,b). Additionally, we see significant differential expression of secretoglobulins with *Scgb1a1* being decreased in the PBS‐treated samples and *Scgb3a1* being decreased in the OVA‐treated samples in response to CDH (Figure 3a,b). 

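By camera at the preset correlation, genes of class I antigen presentation fell as a list in the libraries labelled CDH under both challenges. Other divisions of the same libraries, 3 against 3, called up to 12 lists in PBS and 14 in OVA. The real division called 10 and 6. Of 29 genes of the list tested in PBS-challenged rats, 4 fell and the count of rises was 0 (12 lower and 1 higher when adjusted over the list alone; camera adjusted p = 3.82e-08, and adjusted p = 0.389 with an estimated correlation). Psme2, a proteasome activator subunit, went from 603 ± 144 to 311 ± 32.1 CPM (mean ± SD, n = 3; log2 fold change -0.96, SE 0.16, adjusted p = 0.027), and the class I gene RT1-A2 from 783 ± 360 to 253 ± 58.0 CPM (log2 fold change -1.63, SE 0.32, adjusted p = 0.0377). Tapbp, which helps load peptides, fell by 1.05 (SE 0.21, adjusted p = 0.0378) and the immunoproteasome subunit Psmb9 by 0.94 (adjusted p = 0.0491). These 4 calls were lost with the replicate block over both challenges (adjusted p = 0.0548 to 0.0797) and not with the block within PBS. In OVA-challenged rats no member passed over all genes and 8 were lower over the list alone (camera adjusted p = 3.08e-17, and adjusted p = 0.0873 with an estimated correlation), with RT1-CE10 at 940 ± 68.6 and 529 ± 129 CPM (log2 fold change -0.83, SE 0.17, adjusted p = 0.099). For class II, the list's adjusted p was 0.852 in PBS, where of 15 tested members RT1-Bb alone passed and Lgmn gave -0.60 (adjusted p = 0.192), and 0.0532 in OVA, where Ctss gave -0.56 (adjusted p = 0.772). The median member changed by -0.55 (class I) and -0.08 (class II) in PBS. The 10 members outside chromosome 20, which holds the RT1 region, had a median of -0.30 in PBS and -0.27 in OVA. Within cell classes the class I list fell in 7 of 9 tested classes in PBS, and of the 7 only regulatory T cells kept it with an estimated correlation (CDH versus RA, PBS, adjusted p = 9.14e-08, and 0.0426 estimated). In OVA it fell in 8 of 14, of which only nonclassical monocytes kept it (CDH versus RA, OVA, adjusted p = 1.16e-23, and 0.0397 estimated).

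**Figure D3:**
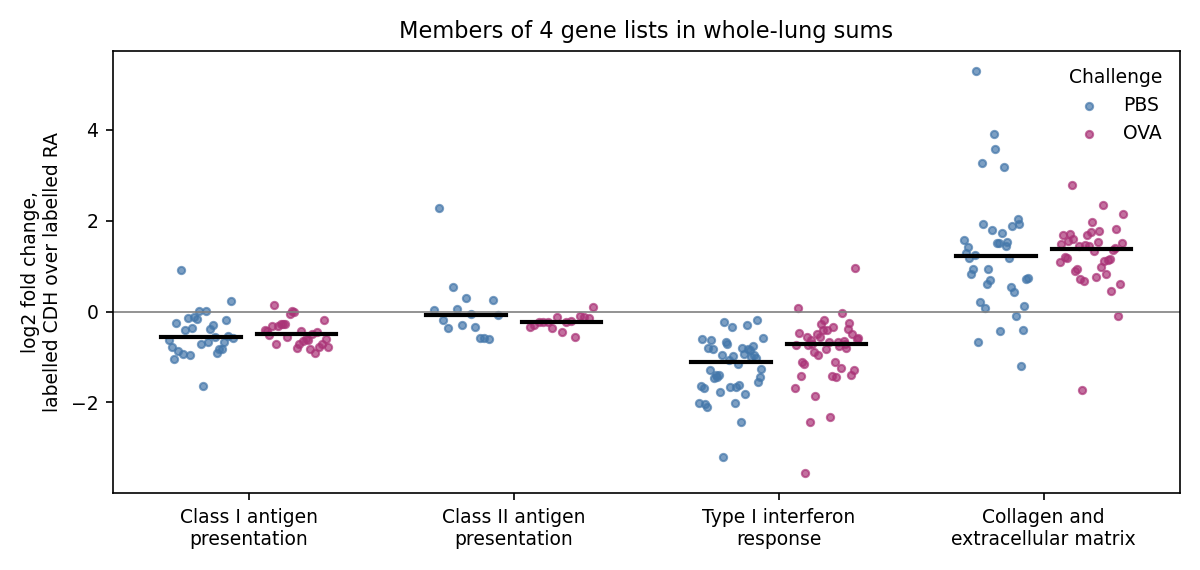
Log2 fold change in whole-lung sums, libraries labelled CDH over libraries labelled RA, of each tested member of 4 gene lists, in PBS-challenged (blue) and OVA-challenged (purple) rats. Each point is a gene and each black bar the list's median, which is -0.55 for class I, -0.08 for class II and -1.11 for the interferon list in PBS.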

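Scgb1a1 encodes the main secretory protein of club cells in the airway. In PBS-challenged rats it was at 4576 ± 1218 CPM in RA and 12090 ± 3981 CPM in CDH (mean ± SD, n = 3), a log2 fold change of 1.40 (SE 0.44, adjusted p = 0.123 from edgeR), and in OVA-challenged rats the change was 0.09 (SE 0.44). Scgb3a1, another airway secretoglobin, was at 857 ± 718 CPM in OVA RA and 2554 ± 1722 CPM in OVA CDH (log2 fold change 1.58, SE 0.80, adjusted p = 0.784), and in PBS it was at 108 ± 68.7 and 411 ± 266 CPM (log2 fold change 1.93, SE 0.82, adjusted p = 0.243). None of these changes passed the test. As a list, 13 secretoglobin and airway secretory genes were higher in CDH in PBS (camera adjusted p = 0.00183, and adjusted p = 0.457 with an estimated correlation), and 0 of them passed alone in edgeR over all genes or when adjusted over the list alone. In OVA the list's adjusted p was 0.0191, and adjusted p = 0.579 with an estimated correlation. The secretory airway cell share was also larger in CDH in PBS, at 1.07 ± 0.135% of kept cells in RA and 3.47 ± 1.54% in CDH (log2 change 1.70, SE 0.57, adjusted p = 0.159), while within these cells Scgb1a1 changed by 0.28. Within a library Scgb1a1 levels over the immune classes that held at least 10 of its UMIs had an SD of 0.587 on the log2 scale (median of 12 libraries).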

We then compared DEG lists generated from CDH versus RA conditions and those between OVA versus PBS challenge (Figure 3c). 

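In RA rats 1381 genes rose and 1618 fell with OVA, and in CDH rats 589 rose and 523 fell. Hbb rose by 10.44 on the log2 scale in CDH (SE 1.00, adjusted p = 5.67e-04). Myl7 and Actc1, genes of heart muscle, rose by 6.51 and 7.22 in RA and by 6.50 and 5.79 in CDH. Ms4a7, a macrophage surface protein, went from 68.0 ± 36.1 to 0.158 CPM in RA (log2 fold change -8.67, SE 0.84, adjusted p = 1.51e-04), and Gpnmb, a glycoprotein of lipid-laden macrophages, from 2922 to 45.9 CPM (log2 fold change -5.99). Spp1, Apoe and Acod1, which are also expressed by macrophages, fell by 7.86, 5.73 and 7.59 in RA. Retnla, a gene of alternatively activated macrophages, went from 430 to 8.40 CPM in CDH (log2 fold change -5.66). All 6 OVA libraries were sequenced in a different run from the 6 PBS libraries. With cells kept by detected genes, 7020 genes changed in RA and 5910 in CDH.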

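Across all 4 comparisons (CDH against RA in PBS and in OVA, OVA against PBS in RA and in CDH), 2 genes passed the threshold, and they are named here after their values were seen. Fmo2, a flavin-containing monooxygenase of the lung, was at 0.945 ± 0.138 CPM in PBS RA, 3.89 ± 0.889 in PBS CDH, 6.63 ± 1.59 in OVA RA and 21.5 ± 1.66 in OVA CDH (mean ± SD, n = 3). It rose with CDH by 2.00 in PBS (SE 0.31, adjusted p = 0.027) and by 1.70 in OVA (SE 0.20, adjusted p = 0.0178), and with OVA by 2.78 in RA and 2.47 in CDH. Fibin, which encodes a secreted protein, rose by 3.15 in PBS (SE 0.51, adjusted p = 0.027) and by 1.96 in OVA (SE 0.31, adjusted p = 0.0436) with CDH. The fibroblast share of the libraries was also highest in OVA CDH. If the genes rising with CDH in PBS and in OVA were picked independently, 0.0265 would be shared, and 2 were. DESeq2 called 35 genes in all 4 comparisons. The edgeR count was 0 with the replicate block, with only the 2 groups compared, with cells kept by detected genes, with a mitochondrial share under 5% and with any 1 of 7 of the 12 libraries left out.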

The 48 shared genes between all comparisons likely represent the set of genes involved in the cellular stress response and are induced in response to both CDH and OVA treatment. 

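Of the genes changed by OVA, 846 changed in both RA and CDH rats, 438 of them rising in both and 406 falling in both, where independent lists of these sizes would share 69.9 and 72.7. Hbb and Hba-a1 are among the shared rises and Ms4a7 and Gpnmb among the shared falls. Without the genes that also changed between CDH and RA, 792 were left. A further 2058 genes passed in RA rats alone and 262 in CDH rats alone. With 1 library left out, the shared count of 846 moved to between 371 (without OVA CDH replicate 3) and 1027 (without PBS CDH replicate 2). The count in CDH alone moved to between 53 (without PBS CDH replicate 1) and 650 (without PBS CDH replicate 2), and it was 81 with only the 2 groups compared. A gene that passes in 1 rearing group and not in the other is not shown to respond differently. In the test of that difference the count of genes was 0 with edgeR (1144 at an unadjusted p under 0.05) and 92 with DESeq2. With cells kept by detected genes, 1980 genes passed in RA alone and 899 in CDH alone.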

Of note, we see that while there are 420 shared differentially expressed genes between OVA and PBS treatment, only 95 are unique to cells from the RA condition whereas 338 are unique to those derived from CDH conditions which suggests that, although there is a common response to OVA‐stimulation, CDH impacts this response. The top genes (up to 50) for each Venn diagram section are displayed in Table S1. These data show that CDH significantly alters gene expression in both OVA‐ and PBS‐treated rat lungs, and, thus, that the response to CDH is coordinated by and affects a large number of genes, many of which are specific to the context in which CDH is assessed (i.e., OVA vs. PBS challenge).

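Within cell classes, 16 genes rose and 33 fell in the PBS libraries labelled CDH (summed over 9 classes), and 23 rose and 35 fell in OVA (14 classes). RT1-Bb, the beta chain of a class II molecule, rose in B cells from 835 ± 216 to 3581 ± 880 CPM (mean ± SD, n = 3; log2 fold change 2.04, SE 0.16, adjusted p = 2.9e-10) and in interstitial macrophages from 403 ± 160 to 5167 ± 1620 CPM in PBS. Of 15 class II genes tested in B cells it was the 1 that rose. Isg15, an interferon-induced ubiquitin-like protein, fell in NK cells from 278 ± 46.2 to 44.8 ± 9.15 CPM (log2 fold change -2.58, SE 0.19, adjusted p = 3.68e-08) and in regulatory T cells from 485 ± 86.9 to 74.0 ± 49.9 CPM (adjusted p = 6.98e-05). In neutrophils of PBS-challenged rats RT1-A2 fell by 1.92 (SE 0.28, adjusted p = 0.00702), and the acute-phase gene Hp rose by 1.01 (adjusted p = 0.0496). In OVA, Slfn4 fell by 2.51 in NK cells (SE 0.28, adjusted p = 4.75e-05) and Mx1, an antiviral GTPase, by 3.40 in nonclassical monocytes (SE 0.49, adjusted p = 0.00789). In B cells of OVA-challenged rats Zfp36l2, an RNA-binding protein, fell by 1.28 (adjusted p = 0.00229) and the alarmin S100a8 rose by 1.16 (adjusted p = 0.013). Endothelial cells of OVA-challenged rats showed rises of Sparcl1 (4.36 to 199 CPM) and of the neurotrophin receptor Ntrk2 (58.5 to 468 CPM), and falls of Fbln2 by 3.28 and Enc1 by 2.96. By class, PBS counts were largest in regulatory T cells (19) and neutrophils (16), and OVA counts in endothelial cells (19), B cells (17) and nonclassical monocytes (17). Leaving out PBS RA replicate 3 raised the PBS total from 49 to 324 genes, the replicate block over both challenges to 187 and the block within PBS to 514, of them 452 in neutrophils. From gene lists that differed between the comparisons, the paper concludes that CDH alters the expression of many genes and that many of them are specific to the OVA or the PBS challenge.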

**FIGURE 3:**
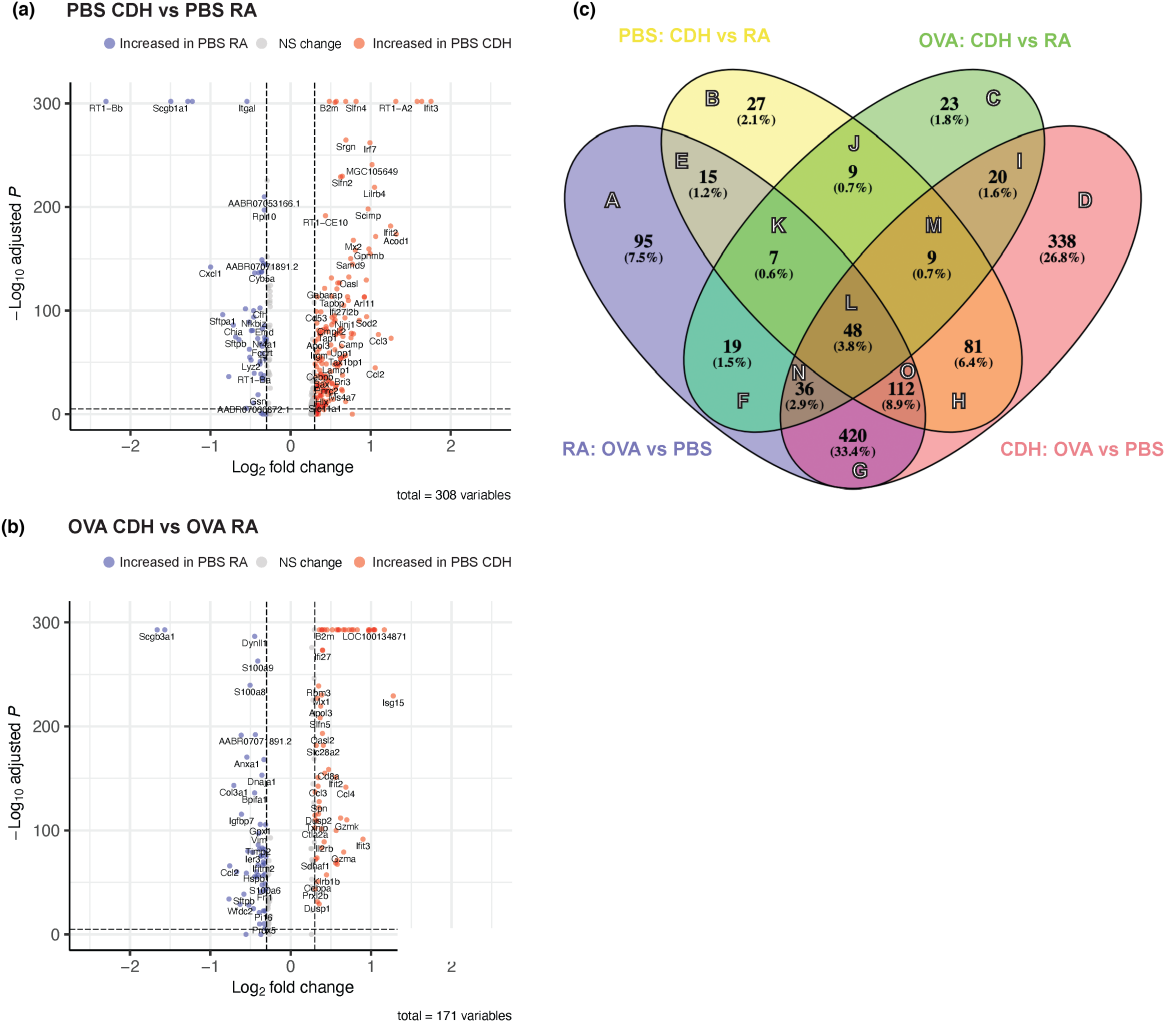
Differential gene expression of total lung cells from rats conditioned to either CDH or room air and sensitized and challenged with either OVA or PBS. (a) Volcano plot showing differentially expressed genes between PBS‐challenged hypoxia versus PBS‐challenged room air experienced rats. Differential gene expression data was generated with Wilcoxon rank sum test with FDR correction. (b) Volcano plot showing differentially expressed genes between OVA‐challenged hypoxia versus OVA‐challenged room air experienced rats. Differential gene expression data was generated with Wilcoxon rank sum test with FDR correction. (c) Venn diagram of a four‐way comparison of differentially expressed genes generated by comparing OVA‐ to PBS‐treated rats from CDH and room air datasets as well as those generated by comparing CDH to room air‐conditioned rats from OVA and PBS datasets. CDH, chronic developmental hypoxia; FDR, false discovery rate; OVA, ovalbumin; PBS, phosphate‐buffered saline.

### 3.4 Pathway analysis shows putative functional differences in response to chronic developmental hypoxia exposure

Since CDH significantly altered gene expression in both OVA‐ and PBS‐treated rat lungs, we next wanted to evaluate the pathways to which the differentially expressed genes belong. To do so, we selected all significantly (*p* < 0.05) differentially expressed genes and then utilized GSEA to identify affected pathways and their differential enrichment within cell populations in CDH versus RA rats (Figure 4a,b).

**FIGURE 4:**
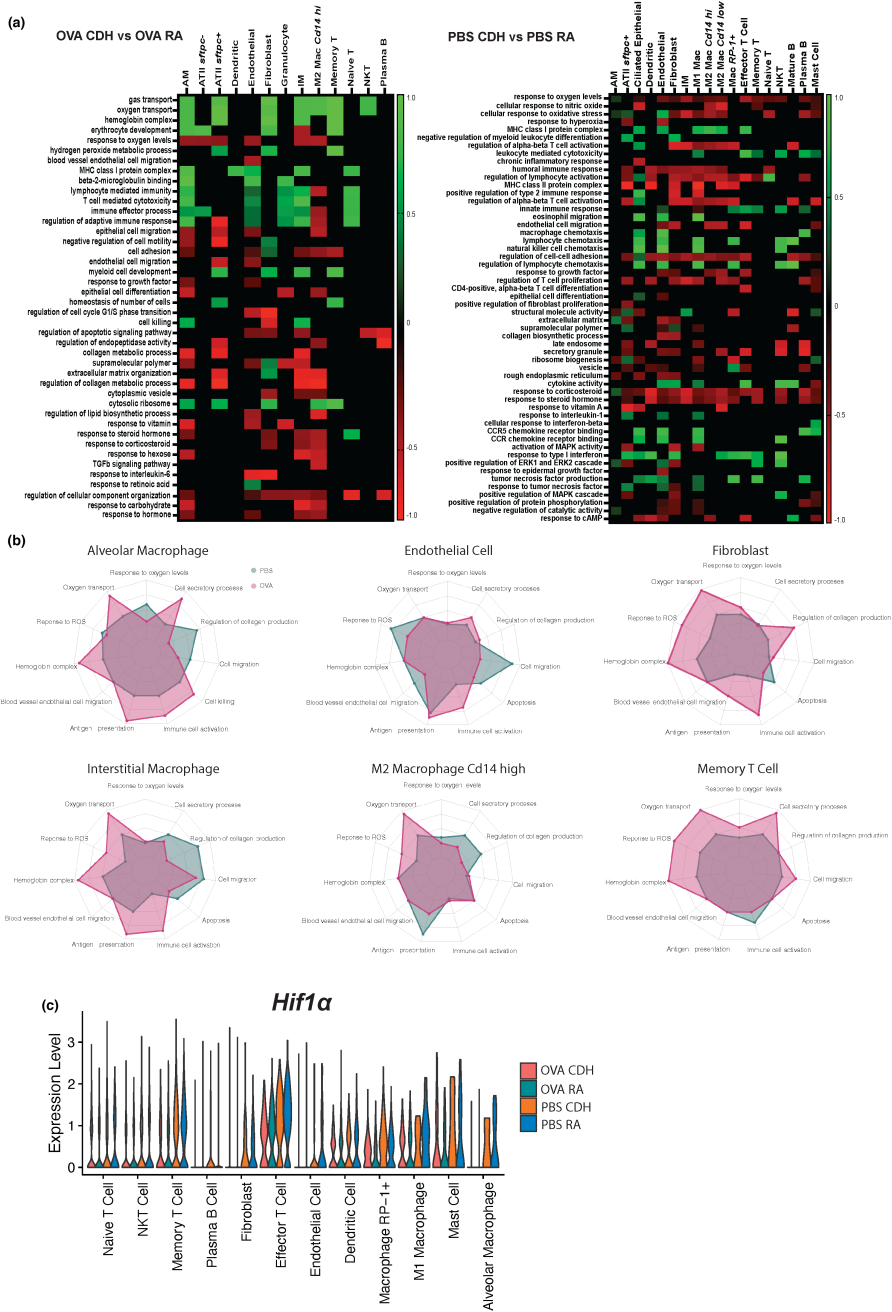
Gene set enrichment pathway analysis between cells from CDH and room air‐conditioned rats sensitized and challenged with either OVA or PBS. (a) Heatmap of differentially enriched pathways in cell populations of interest between hypoxia and room air experienced rats sensitized and challenged with either PBS or OVA. (b) Radar plots showing summarized pathway categories and relative enrichment of pathways of hypoxia versus room air experienced rats from PBS and OVA sensitized and challenged cohorts. (c) Violin plot showing distribution of *Hif1a* transcript expression across the experimental conditions. OVA, ovalbumin; PBS, phosphate‐buffered saline.

Comparing OVA sensitized and challenged rats in CDH versus RA conditions, there is increased induction of pathways related to gas transport in several cell populations in CDH conditions (Figure 4a,b). In addition, pathways related to cytotoxicity and immune cell activation are upregulated in response to CDH. 

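As a list, 11 hemoglobin and erythroid genes fell in the OVA libraries labelled CDH (camera adjusted p = 3.28e-04, and adjusted p = 0.278 with an estimated correlation), with a median log2 fold change of -0.67, and 0 of them passed alone in edgeR over all genes or when adjusted over the list alone. Alas2, the first enzyme of heme synthesis in red cell precursors, was at 42.5 ± 4.53 CPM in OVA RA and 27.6 ± 4.91 CPM in OVA CDH (mean ± SD, n = 3; log2 fold change -0.63, SE 0.21, adjusted p = 0.37 from edgeR). Bpgm, which makes the phosphate that loosens oxygen from hemoglobin, and Ahsp, a chaperone of alpha globin, changed by -0.43 (adjusted p = 0.55) and -0.79 (adjusted p = 0.75). Within cell classes the list was lower in 13 of 13 and passed in 9. Hbb and Hba-a1 UMIs lay in several immune classes of each of the 6 OVA libraries, with an SD over classes of 0.932 and 0.580 on the log2 scale (median). In CDH versus RA, OVA, alveolar macrophages (adjusted p = 3.58e-06, and 0.0203 estimated) and B cells (adjusted p = 6.61e-05, and 0.0429 estimated) were among the classes where it held with an estimated correlation. Hbb in nonclassical monocytes gave a log2 fold change of -1.17 (SE 0.31, adjusted p = 0.157), and in erythroid cells -0.79 (SE 0.31, adjusted p = 0.559). Classes other than erythroid cells were tested on 3 to 5 genes of the list in alveolar macrophages, B cells and neutrophils. The erythroid cell share was 3.96 ± 1.08% of kept cells in OVA RA and 2.55 ± 0.931% in OVA CDH (log2 change -0.64, SE 0.56, adjusted p = 0.926).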

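Genes of cytotoxicity, the granzymes, perforin and receptors with which NK and T cells kill, did not move together in whole-lung sums of OVA-challenged rats. Of 25 genes tested, 0 passed in edgeR over all genes or when adjusted over the list alone, and the list's adjusted p from camera was 0.455 (adjusted p = 0.958 with an estimated correlation). The median member changed by 0.03 and the test leaned down. Ncr1, an activating receptor of NK cells, gave a log2 fold change of -0.38 (adjusted p = 1.0 from edgeR). In CDH versus RA, OVA the list fell in B cells (adjusted p = 0.0130, and 0.237 estimated) and in nonclassical monocytes (adjusted p = 0.0368, and 0.360 estimated), which are not killer cells, and it did not pass in the NK cells or in the other 9 classes. The whole-lung list fell when cells were kept by detected genes (adjusted p = 1.38e-07, and adjusted p = 0.251 with an estimated correlation).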

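Chemokines and their receptors guide leukocytes into tissue. In whole-lung sums of OVA-challenged rats 39 such genes had a median log2 fold change of 0.28 in CDH (camera adjusted p = 0.0533, and adjusted p = 0.608 with an estimated correlation), and 0 passed alone in edgeR over all genes or when adjusted over the list alone. Ccl11, which attracts eosinophils, was at 0.334 CPM in OVA RA and 4.14 CPM in OVA CDH (mean, n = 3; log2 fold change 3.59, SE 0.91, adjusted p = 0.155 from edgeR), and Cxcl14 changed by 1.95 (adjusted p = 0.324). In CDH versus RA, OVA the list rose in fibroblasts (11 genes, adjusted p = 0.0100, and 0.199 estimated) and in naive T cells (9 genes, adjusted p = 0.00608, and 0.207 estimated), 2 of the 14 classes tested. When cells were kept by detected genes it rose over the whole lung (adjusted p = 3.23e-04, and adjusted p = 0.220 with an estimated correlation).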

Motility and chemotaxis pathway enrichment are also increased in response to CDH under OVA treatment. Since many of the effects of hypoxia are mediated through HIF‐1α, we looked at transcripts of *Hif1a* across the cell populations (Figure 4c). Only *Cd14*‐low M2 macrophages have significantly reduced expression of *Hif1a* in response to CDH. However, mast cells did demonstrate a trending increase in *Hif1a* in response to CDH.

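Hif1a encodes the oxygen-regulated subunit of hypoxia-inducible factor 1. In OVA-challenged rats its log2 fold change in CDH lay between -0.31 (NK cells, SE 0.28) and 0.38 (smooth muscle cell or pericyte, SE 0.58) in the classes tested, and none passed (adjusted p of 0.892 and above from edgeR). Neutrophils held 57.2 ± 16.1 CPM in OVA RA and 63.6 ± 18.3 CPM in OVA CDH, and B cells 39.5 ± 7.64 and 43.9 ± 4.72 CPM (mean ± SD, n = 3). In the mast cell or basophil class Hif1a was at 174 ± 17.1 CPM in 3 OVA RA libraries and at 107 ± 7.55 CPM in 2 OVA CDH libraries, from 30 and 17 UMIs, too few for a test. Alveolar macrophages gave 1 UMI in OVA RA and 3 in OVA CDH. Interstitial macrophages numbered 19 cells in OVA RA, and macrophages were not divided by Cd14 here.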

In the PBS sensitized and challenged rats, we observed that the majority of pathways related to cytotoxicity and immune cell activation are downregulated in response to CDH (Figure 4a,b). 

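In PBS-challenged rats the cytotoxicity genes as a list did not pass over the whole lung (25 genes, camera adjusted p = 0.775, and adjusted p = 0.953 with an estimated correlation), at a median log2 fold change of 0.52, with 1 gene lower over all genes and 2 when adjusted over the list alone. That gene was Lamp1, a membrane protein of lysosomes and lytic granules, which fell from 1018 ± 351 to 442 ± 115 CPM (mean ± SD, n = 3; log2 fold change -1.20, SE 0.24, adjusted p = 0.0398 from edgeR; 0.0639 with the replicate block over both challenges and 0.013 with the block within PBS). Srgn, the granule proteoglycan serglycin, changed by -0.82 (adjusted p = 0.0881) and the NK receptor gene Klri2 by 1.70 (adjusted p = 0.217). In NK cells Xcl1, a chemokine that draws in dendritic cells, fell from 2017 to 625 CPM (log2 fold change -1.66, SE 0.34, adjusted p = 0.0482). Neutrophils were the 1 class of 9 where the list passed in CDH versus RA, PBS, and it was lower there (adjusted p = 0.00121, and 0.236 estimated). The direction over the whole lung turned with cells kept by detected genes, and the list fell (adjusted p = 3.45e-09, and adjusted p = 0.270 with an estimated correlation).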

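The chemotaxis list was lower in PBS-challenged rats labelled CDH (39 genes, camera adjusted p = 0.0442, and adjusted p = 0.518 with an estimated correlation). No member passed in edgeR over all genes, and 6 were lower and 3 higher when adjusted over the list alone. Ccl3, a neutrophil and macrophage chemokine, was at 7152 CPM in PBS RA and 2631 CPM in PBS CDH (mean, n = 3; log2 fold change -1.44, SE 0.37, adjusted p = 0.0724). Cxcl11 and Cxcl10, ligands of the T cell receptor Cxcr3, changed by -2.75 (SE 0.68, adjusted p = 0.0667) and -2.35 (adjusted p = 0.113). In regulatory T cells Cxcr4, a receptor that holds cells in tissue, rose from 573 to 1007 CPM (log2 fold change 0.79, SE 0.18, adjusted p = 0.0245). With the replicate block within PBS Ccl3, Cxcl11 and Cxcl10 passed over the whole lung (adjusted p = 0.0321, 0.0147 and 0.0409). Within classes the list passed in 0 of 9. The neutrophil cluster led by Acod1, Ifit3 and Ccl3 held 52.2 ± 8.19% of kept cells in PBS RA and 24.4 ± 14.9% in PBS CDH. The list's whole-lung adjusted p was 0.178 with cells kept by detected genes.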

Several cell populations also show decreased enrichment in motility and chemotaxis‐related pathways in response to CDH. 

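In PBS-challenged rats Hif1a in alveolar macrophages was at 106 ± 57.7 CPM in 2 RA libraries and 133 ± 45.7 CPM in 3 CDH libraries (mean ± SD), from 9 and 16 UMIs, which is too few for a test. Interstitial macrophages held 229 ± 76.5 CPM in RA and 164 ± 45.9 CPM in CDH (n = 3; log2 fold change -0.39, SE 0.41, adjusted p = 0.981 from edgeR). Plasma cells gave 2 UMIs of Hif1a in 24 cells of PBS RA and 0 in 7 cells of PBS CDH. No cluster was named for RP-1.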

When examining *Hif1a* expression, we see that it is significantly increased in *Cd14*‐low M2 macrophages and *RP‐1+* macrophages in response to CDH. The increase in *Hif1a* expression in plasma cells was not significant. 

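Hif1a did not pass in any of the 9 classes tested in PBS-challenged rats. In neutrophils it was at 86.6 ± 19.6 CPM in RA and 91.7 ± 25.6 CPM in CDH (mean ± SD, n = 3; log2 fold change 0.11, SE 0.27, adjusted p = 0.905 from edgeR), in regulatory T cells at 213 ± 18.6 and 248 ± 95.0 CPM (log2 fold change 0.15, SE 0.25), in naive T cells at 107 ± 3.74 and 133 ± 42.4 CPM (log2 fold change 0.31) and in B cells at 63.9 ± 19.7 and 48.0 ± 15.6 CPM (log2 fold change -0.35). The SE of these changes leaves room for a change of that size in either direction.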

The remaining cell populations demonstrated similar measures of *Hif1a* expression in response to CDH.

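Targets of hypoxia-inducible factor, many of them enzymes of glycolysis, were lower in the PBS libraries labelled CDH (34 genes, camera adjusted p = 0.0114, and adjusted p = 0.457 with an estimated correlation). None passed in edgeR over all genes, and 3 were lower when adjusted over the list alone. Slc2a1, the glucose transporter of red cells and many tissues, was at 92.3 CPM in RA and 43.1 CPM in CDH (mean, n = 3; log2 fold change -1.10, SE 0.27, adjusted p = 0.0677), and Aldoa and Pfkfb3, of glycolysis, changed by -0.51 (SE 0.13, adjusted p = 0.0693) and -0.75 (adjusted p = 0.0966). These 3 genes passed with the replicate block within PBS (adjusted p = 0.0246, 0.0442 and 0.0406). In neutrophils of PBS-challenged rats Mxi1, a repressor of Myc, rose by 0.95 (SE 0.16, adjusted p = 0.0276). In OVA-challenged rats the list's median change was 0.10 (camera adjusted p = 0.0533, and adjusted p = 0.579 with an estimated correlation), with P4ha1, a collagen prolyl hydroxylase, at 9.30 ± 1.22 and 23.2 ± 4.45 CPM (log2 fold change 1.32, SE 0.24, adjusted p = 0.0747) and the 1 member higher over the list alone. In CDH versus RA, OVA the list rose in neutrophils (adjusted p = 0.00417, and 0.427 estimated) and nonclassical monocytes (adjusted p = 0.00427, and 0.0933 estimated), and in PBS in 0 of 9 classes. Hmox1, which degrades heme, rose in neutrophils of OVA-challenged rats from 8.99 ± 4.83 to 113 ± 74.5 CPM (log2 fold change 3.67, SE 0.52, adjusted p = 0.014). This call was lost without OVA RA replicate 1, 2 or 3 (adjusted p = 0.0951, 0.0735 and 0.142) or OVA CDH replicate 3 (0.0869).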

Cells from both the PBS‐ and OVA‐challenged rats demonstrate decreased response to oxygen levels across the majority of cell populations. Also, irrespective of OVA or PBS challenge, we see a decrease in pathways related to organ tissue structure such as the extracellular matrix and collagen production in response to CDH. 

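Collagen and other matrix genes were higher as a list in the libraries labelled CDH by camera at the preset correlation. In PBS-challenged rats, of 38 genes tested 2 rose and 0 fell in edgeR over all genes, and 11 were higher and 1 lower when adjusted over the list alone (camera adjusted p = 2.69e-08, and adjusted p = 0.457 with an estimated correlation). Timp3, an inhibitor of matrix-degrading enzymes, rose from 1.19 to 4.87 CPM (log2 fold change 2.03, SE 0.35, adjusted p = 0.027), and Dcn and Mfap5, of the collagen and elastic fibres, changed by 3.91 (adjusted p = 0.063) and 3.18 (adjusted p = 0.0587). With the replicate block over both challenges the adjusted p of Timp3 was 0.0548, and with the block within PBS all 3 passed (adjusted p = 0.0148, 0.0471 and 0.0393). In OVA-challenged rats 0 genes of the list passed in edgeR over all genes, and 18 were higher and 1 lower when adjusted over the list alone (camera adjusted p = 4.41e-24, and adjusted p = 0.0873 with an estimated correlation). Serpinh1, a collagen chaperone, was at 12.5 ± 4.17 and 35.5 ± 6.02 CPM (mean ± SD, n = 3; log2 fold change 1.51, SE 0.27, adjusted p = 0.0747), and Col15a1 at 2.90 and 8.78 CPM (log2 fold change 1.60, SE 0.30, adjusted p = 0.0777). Within fibroblasts of OVA-challenged rats the list went the other way (CDH versus RA, OVA, fibroblast, 33 genes, adjusted p = 1.21e-07, and 0.199 estimated; median log2 fold change -0.62). It rose in B cells (adjusted p = 1.25e-13, and 0.00315 estimated), neutrophils (adjusted p = 1.25e-07, and 0.0205 estimated) and nonclassical monocytes (adjusted p = 0.00102, and 0.140 estimated). Whether these transcripts arose in the cells of these 3 classes or were carried into their droplets from other cells was not tested. In PBS-challenged rats the list rose in endothelial cells (CDH versus RA, PBS, 18 genes, adjusted p = 3.12e-04, and 0.233 estimated). The share of fibroblasts rose in OVA, from 0.706% of kept cells in RA to 3.27% in CDH (log2 change 2.21, adjusted p = 0.0199), and was 0.251% and 0.478% in PBS (log2 change 0.88, adjusted p = 0.306); that of the smooth muscle cell or pericyte class differed by 1.63 in OVA (adjusted p = 0.128) and 2.33 in PBS (adjusted p = 0.159).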

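Glucocorticoid-responsive genes did not move as a list. In PBS-challenged rats the adjusted p from camera was 0.839 over 25 genes (adjusted p = 0.953 with an estimated correlation), the test leaning down and the median change being 0.05, and in OVA it was 0.303 (adjusted p = 0.700 with an estimated correlation) with a median of 0.07 and the test again leaning down. No member passed in edgeR over all genes or when adjusted over the list alone under either challenge. Sgk1, a kinase of sodium transport, was at 154 CPM in PBS RA and 81.6 CPM in PBS CDH (mean, n = 3; log2 fold change -0.92, SE 0.25, adjusted p = 0.0878), and Sult1a1 changed by 1.26 (adjusted p = 0.237). In OVA, Ddit4, a stress-induced inhibitor of growth signalling, was at 249 and 173 CPM (log2 fold change -0.53, SE 0.18, adjusted p = 0.39), and Klf9 changed by -0.49 (adjusted p = 0.786). Within classes the list fell in nonclassical monocytes (CDH versus RA, OVA, adjusted p = 0.0312, and 0.384 estimated) and regulatory T cells (adjusted p = 0.0292, and 0.518 estimated) and rose in interstitial macrophages (CDH versus RA, PBS, adjusted p = 0.0119, and 0.132 estimated). The whole-lung list rose in PBS with cells kept by detected genes (adjusted p = 0.0063, and adjusted p = 0.280 with an estimated correlation).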

With respect to specific signaling pathways, we observed that CDH decreased expression of genes involved in the response to steroid hormones. Additional radar plots of specific signaling pathways are shown in Figure S3. We observe that *Hif1a* is most highly expressed in T cells, macrophages, mast cells, fibroblasts, endothelial cells, and dendritic cells. 

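Mean Hif1a levels by class pool the 4 groups and rest on differing numbers of libraries. Over all groups, the innate lymphoid cell 2 class held 244 ± 85.2 CPM (mean ± SD, 3 libraries with at least 10 of its cells), the mast cell or basophil class 210 ± 146 (8 libraries), regulatory T cells 157 ± 82.9 (12 libraries), interstitial macrophages 135 ± 71.4 (8 libraries) and naive T cells 96.6 ± 31.8 (12 libraries). Endothelial cells were at 77.9 CPM and neutrophils at 76.9. Dendritic cells, at 55.3, and fibroblasts, at 20.4, held less, and erythroid cells 1.36 CPM.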

There is an overall decreased expression of *Hif1a* compared to PBS controls (Figure 4c).

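In whole-lung sums Hif1a was at 108 ± 19.1 CPM in PBS RA, 103 ± 19.2 in PBS CDH, 52.6 ± 8.04 in OVA RA and 54.7 ± 4.21 in OVA CDH (mean ± SD, n = 3). It fell with OVA by 1.03 on the log2 scale in RA (SE 0.17, adjusted p = 0.00186 from edgeR) and by 0.92 in CDH (SE 0.17, adjusted p = 0.011). Between CDH and RA the changes were -0.06 in PBS (SE 0.17, adjusted p = 0.879) and 0.05 in OVA (SE 0.17, adjusted p = 1.0). The shares of regulatory T cells and interstitial macrophages, which hold more Hif1a than the neutrophils, were also smaller after OVA.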

Here, we have broadly demonstrated that CDH induces significant differential enrichment of various functional pathways (primarily those related to oxygen transport, ECM organization, and chemotaxis) and induces significant alterations in *Hif1a* expression with PBS and OVA treatment in immune and structural rat lung populations.

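Over the 22 gene lists, 10 passed between CDH and RA in PBS-challenged rats and 6 in OVA-challenged rats with camera at the preset correlation. With an estimated correlation the counts were 0 and 0, and with fry, which tests whether a list's genes move one way on balance, 2 and 1. The lists with the smallest p, interferon response and collagen in OVA and interferon response in PBS, moved the same way under both challenges. From enrichment that differed by class and from Hif1a, the paper concludes that CDH alters pathways of oxygen transport, matrix organization and chemotaxis and the expression of Hif1a in immune and structural cells.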

### 3.5 Characterization of cell activation and exhaustion states

We next evaluated the mechanism by which these immune cell populations may attenuate the allergic response. Since hypoxia has been shown to dampen the immune response in certain contexts by promoting immune cell exhaustion (Koh et al., 2015; Liu et al., 2020; Westendorf et al., 2017), we wondered if our model of CDH would also decrease activation markers and increase exhaustion markers in CDH‐experienced rats compared to normoxia‐experienced rats.

We examined inflammatory and activation markers (Figure 5a) to determine whether there was an effect of CDH versus RA on gene expression in OVA‐sensitized and ‐challenged rats. *Il1b*, a common inflammatory marker and *Tgfb*, which has been shown to be a critical mediator in lung injury and promote inflammatory lung disease (Pittet et al., 2001; Thornburg et al., 2010) were not significantly altered by CDH. 

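Il1b encodes the cytokine interleukin-1 beta, and Tgfb1 and Tgfb2 encode transforming growth factors. In whole-lung sums of OVA-challenged rats Il1b was at 1909 CPM in RA and 1714 in CDH (mean, n = 3; log2 fold change -0.16, SE 0.43, adjusted p = 1.0 from edgeR), Tgfb1 at 196 and 178 (log2 fold change -0.14, SE 0.17), and Tgfb2 changed by 0.41 (SE 0.26, adjusted p = 0.959). Neutrophils held the most Il1b, 7571 ± 994.1 CPM in RA and 6182 ± 813 in CDH (mean ± SD; log2 fold change -0.29, SE 0.22). In fibroblasts Il1b changed by 1.78 (SE 0.74, adjusted p = 0.431). None of the 14 classes tested passed for Il1b, and for Tgfb1 the largest change was -0.63 in regulatory T cells (SE 0.28, adjusted p = 0.905).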

The genes encoding IL‐2 (*Il2*) and its receptor CD25 (*Il2ra*) are primarily expressed by T cell populations but were not altered by CDH. 

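Il2 gave 6 UMIs in OVA RA and 12 in OVA CDH, and 57 in all 4 groups, of which regulatory T cells held 18 in 15 cells and innate lymphoid cell 2 cells 17 in 14 of 131 cells. Kept by detected genes, cells gave 129 UMIs in OVA RA (0.888 ± 0.223 CPM) and 221 in OVA CDH (1.29 ± 0.510 CPM). Il2ra, the alpha chain of the interleukin-2 receptor, was highest in innate lymphoid cell 2 cells (587 ± 263 CPM) and regulatory T cells (270 ± 60.9), where it is among the marker genes, and lower in naive T cells (20.4) and NK cells (24.5). In OVA-challenged rats Il2ra changed by 0.10 in regulatory T cells (SE 0.26) and by 0.32 in naive T cells (SE 0.27), and over the whole lung it was at 5.48 and 7.97 CPM (log2 fold change 0.54, SE 0.45). None of these passed.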

*Cd69*, an early activation marker, is increased significantly in M1 macrophages, memory T cells, and naïve T cells in response to CDH. 

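Cd69 is induced early in activated lymphocytes and holds them in tissue. In naive T cells of OVA-challenged rats it was at 124 ± 47.5 CPM in RA and 93.4 ± 20.2 CPM in CDH (mean ± SD, n = 3; log2 fold change -0.45, SE 0.25, adjusted p = 0.999 from edgeR). Changes were -0.15 in B cells, -0.03 in NK cells, -0.48 in regulatory T cells (SE 0.33) and -0.45 in nonclassical monocytes, and over the whole lung Cd69 was at 131 ± 20.0 and 105 ± 12.9 CPM (log2 fold change -0.33, SE 0.20, adjusted p = 0.941). None passed the test. M1 macrophages and memory T cells were not separate classes here.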

*Ifngr1* expression remains intact in alveolar macrophages from OVA‐treated rats in CDH. 

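Ifngr1 encodes the ligand-binding chain of the interferon gamma receptor. In alveolar macrophages of OVA-challenged rats it was at 105 ± 51.4 CPM in RA and 92.8 ± 83.2 CPM in CDH (mean ± SD, n = 3), from 9 and 24 UMIs. Its log2 fold change was -0.05 with cells kept by detected genes, which give the class more UMIs (SE 0.17 from edgeR). In neutrophils Ifngr1 was at 436 ± 59.2 and 416 ± 71.3 CPM (log2 fold change -0.07, SE 0.19), and over the whole lung at 249 and 238 CPM.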

We also evaluated the effect of CDH upon exhaustion markers (Figure 5b) across immune cell populations. Note that any mention of significance is based on computed DEG results (Table S2). 

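Of the 6 genes that the study takes as exhaustion markers, none passed over the whole lung in OVA-challenged rats. Their log2 fold changes in CDH were 0.38 for Pdcd1lg2 (4.11 to 5.30 CPM), 0.03 for Cd274, -0.25 for Lag3, -0.23 for Tox, -0.09 for Pdcd1 and -0.19 for Pdcd2 (59.2 to 51.9 CPM). As a list they gave an adjusted p of 0.455 from camera (0.700 estimated), with 0 members past the threshold in edgeR over all genes or adjusted over the list alone. In single classes Pdcd1lg2 in NK cells changed by 1.43 (SE 0.46, adjusted p = 0.779) and Pdcd1 in regulatory T cells by -0.89 (SE 0.63, adjusted p = 0.963). Another 11 inhibitory T cell genes, among them Ctla4 and Tigit, gave a list adjusted p of 0.455 as well (0.700 estimated).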

There were no significant differences in the panel of exhaustion markers in response to CDH under OVA challenge conditions.

**FIGURE 5:**
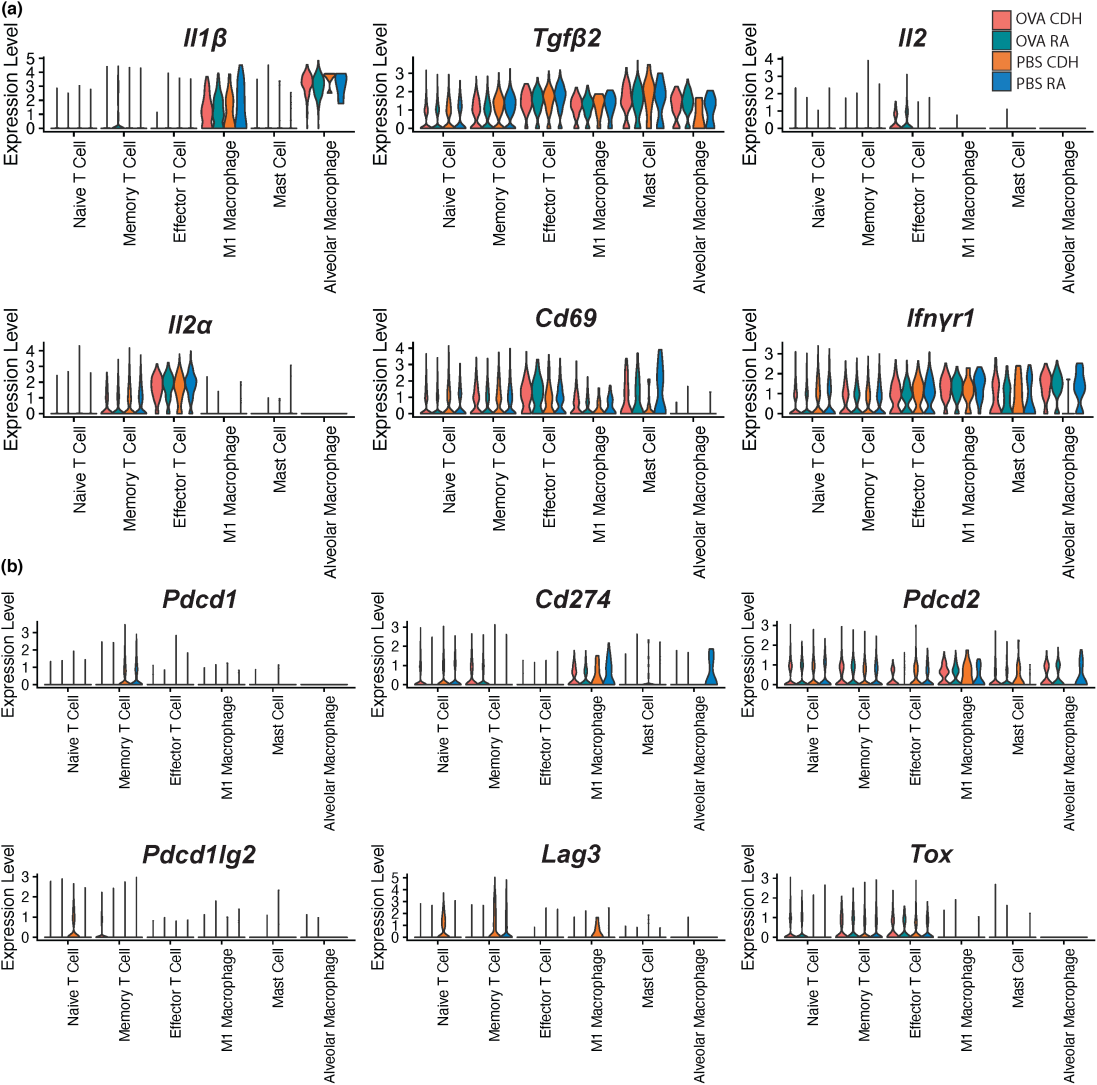
Activation and exhaustion markers across immune cell populations. (a) Violin plots of activation marker transcript expression in immune cell populations from CDH and room air‐conditioned rats sensitized and challenged with either OVA or PBS. (b) Violin plots of exhaustion marker transcript expression in immune cell populations from CDH and room air‐conditioned rats sensitized and challenged with either OVA or PBS. OVA, ovalbumin; PBS, phosphate‐buffered saline.

We also evaluated T cell‐associated activation and exhaustion markers in the PBS‐treated cohort. 

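In alveolar macrophages of PBS-challenged rats Ifngr1 was at 116 ± 72.6 CPM in 2 RA libraries and 120 ± 68.9 CPM in 3 CDH libraries (mean ± SD), from 10 and 15 UMIs. The class could be tested with cells kept by detected genes, and the log2 fold change was 0.46 (SE 0.17, adjusted p = 0.589 from edgeR). In that setting Ifngr1 rose in dendritic cells by 0.85 (SE 0.17, adjusted p = 0.0188). Over the whole lung it was at 281 CPM in RA and 317 in CDH (log2 fold change 0.18, adjusted p = 0.604).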

We found a decrease in *Ifngr1* expression in hypoxic alveolar macrophages that trended toward significance. *Il1b* and *Tgfb1* are similarly expressed between the hypoxic and normoxic conditions. 

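In PBS-challenged rats whole-lung Il1b was at 2393 CPM in RA and 1836 in CDH (mean, n = 3; log2 fold change -0.38, adjusted p = 0.677 from edgeR), and Tgfb1 at 216 and 227 (log2 fold change 0.07, adjusted p = 0.859). Neutrophils held 3757 ± 861 and 4530 ± 918 CPM of Il1b (mean ± SD; log2 fold change 0.27, SE 0.22, adjusted p = 0.621), and interstitial macrophages 637 ± 414 and 2554 ± 2755 CPM (log2 fold change 1.91, SE 0.69, adjusted p = 0.505). No class passed for either gene, and with the replicate block within PBS Il1b passed in interstitial macrophages (adjusted p = 0.0179). In dendritic cells kept by detected genes Il1b rose by 0.89 (SE 0.18, adjusted p = 0.0227).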

*Cd69* is significantly decreased in mast cells in response to CDH. 

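Cd69 in the mast cell or basophil class of PBS-challenged rats rests on few cells. The 18 cells of PBS RA gave 2 UMIs and the 37 cells of PBS CDH 64 UMIs, or 52.9 CPM in the 1 RA library with at least 10 such cells and 983 ± 400.2 CPM in 2 CDH libraries (mean ± SD), too few libraries for a test. B cells held 399.6 ± 24.9 CPM in RA and 512 ± 115 in CDH (n = 3; log2 fold change 0.39, SE 0.17, adjusted p = 0.669 from edgeR), and naive T cells 261 ± 88.0 and 153.7 ± 39.97 (log2 fold change -0.79, SE 0.27, adjusted p = 1.0). Whole-lung Cd69 was at 113 and 131 CPM (log2 fold change 0.21).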

The exhaustion marker *Pdcd1* (PD‐1) was only notably expressed in the memory T cell population. 

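Pdcd1 encodes PD-1, an inhibitory receptor of T cells. It was highest in regulatory T cells, at 42.7 ± 23.6 CPM (mean ± SD, 12 libraries), against 2.14 CPM in naive T cells. In PBS-challenged rats it changed by 0.02 in regulatory T cells (SE 0.34), and over the whole lung it was at 5.80 CPM in RA and 5.50 in CDH (log2 fold change -0.10). The cells named regulatory T here are a T cell cluster with Foxp3, Il2ra and Ctla4, led by Icos, Tnfrsf4 and Ccr6, and no separate memory T cluster was named.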

*Cd274* (PD‐L1) produces the ligand for PD‐1 and expression is modestly decreased in M1 and alveolar macrophages. 

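Cd274, the gene of PD-L1, was at 325 CPM in PBS RA and 142 CPM in PBS CDH over the whole lung (mean, n = 3; log2 fold change -1.19, SE 0.37, adjusted p = 0.118 from edgeR). With the replicate block within PBS it passed over the whole lung (adjusted p = 0.0186) and in neutrophils (adjusted p = 0.026). In neutrophils it changed by -0.84 (SE 0.31, adjusted p = 0.227) and in B cells by 1.07 (SE 0.49, adjusted p = 0.669). Alveolar macrophages gave 1 UMI in RA and 9 in CDH. Kept by detected genes, alveolar macrophages changed by 0.74 (SE 0.39, adjusted p = 0.735), and in dendritic cells Cd274 fell by 1.52 (SE 0.29, adjusted p = 0.0144).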

*Pdcd2* (PD‐2) is another exhaustion marker whose expression is increased significantly in mast cells from hypoxic rats. 

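Pdcd2 gave 2 UMIs in the mast cell or basophil class of PBS RA and 2 in that of PBS CDH, so no difference was detectable there. Alveolar macrophages were at 47.7 ± 21.5 CPM in 2 PBS RA libraries and 64.2 ± 39.8 CPM in 3 PBS CDH libraries (mean ± SD), from 4 and 6 UMIs. Alveolar macrophages kept by detected genes changed by 0.24 (SE 0.17, adjusted p = 0.845 from edgeR). Naive T cells held 76.4 ± 12.5 and 95.4 ± 6.71 CPM (n = 3; log2 fold change 0.36, SE 0.20, adjusted p = 1.0). Over the whole lung Pdcd2, which despite its symbol is not a ligand or receptor of PD-1, was at 65.2 CPM in RA and 63.6 in CDH.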

We also see a drop in response to CDH in the alveolar macrophage population. *Pdcdlg2* (PD‐L2) was only notably expressed on naïve T cells and was not significantly altered in response to CDH. 

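Pdcd1lg2, the gene of PD-L2, fell over the whole lung of PBS-challenged rats, from 110 ± 40.2 CPM in RA to 36.3 ± 15.5 CPM in CDH (mean ± SD, n = 3; log2 fold change -1.59, SE 0.35, adjusted p = 0.0493 from edgeR; 0.0759 with the replicate block over both challenges and 0.0178 with the block within PBS). By class, neutrophils held 182 ± 66.8 CPM in PBS RA and 82.8 ± 51.7 in PBS CDH, naive T cells 41.1 ± 5.12 and 39.6 ± 1.88, and dendritic cells 106 ± 36.7 in PBS RA, from 15 UMIs, with 2 UMIs in PBS CDH. In naive T cells it changed by -0.06 (SE 0.33) and in neutrophils by -1.23 (SE 0.41, adjusted p = 0.176; 0.00954 with the block within PBS). In dendritic cells kept by detected genes it fell by 2.07 (SE 0.38, adjusted p = 0.013).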

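Lag3 encodes an inhibitory receptor that binds class II molecules. It was lower in PBS-challenged lymphocytes labelled CDH, at 81.1 ± 4.95 CPM in RA and 26.4 ± 12.3 CPM in CDH in naive T cells (mean ± SD, n = 3; log2 fold change -1.53, SE 0.32, adjusted p = 0.173 from edgeR), at 371 ± 103 and 148 ± 82.8 CPM in NK cells (log2 fold change -1.21, SE 0.26, adjusted p = 0.0855) and at 452 ± 128 and 266 ± 73.8 CPM in regulatory T cells (log2 fold change -0.72, SE 0.21, adjusted p = 0.163). None of these passed, and with the replicate block within PBS Lag3 passed in NK cells (adjusted p = 0.0339) and regulatory T cells (adjusted p = 0.0177). With cells kept by detected genes Lag3 fell in naive T cells by 1.63 (SE 0.24, adjusted p = 0.00377) and in NK cells by 1.19 (SE 0.17, adjusted p = 0.00246). In that setting 2 genes of cytotoxic cells, Nkg7 and Gzmm, fell in naive T cells too, by 2.17 (adjusted p = 0.00899) and 1.82 (adjusted p = 5.35e-04). The 2 clusters of this class held 61.9% and 38.1% of its cells in PBS RA and 72.7% and 27.3% in PBS CDH under the main limits, so a change in its make-up stays open. Over the whole lung it was at 84.9 and 58.0 CPM (log2 fold change -0.55, SE 0.60, adjusted p = 0.669).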

*Lag3*, another exhaustion marker, is significantly increased in naïve T cells and memory T cells in response to CDH during PBS challenge. 

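Tox, a transcription factor of exhausted and developing T cells, was highest in regulatory T cells (97.7 ± 23.4 CPM, mean ± SD over 12 libraries) and naive T cells (67.3 ± 23.5) and at 8.43 CPM in NK cells. In PBS-challenged rats it was at 45.0 ± 8.64 CPM in RA and 70.9 ± 31.99 CPM in CDH in naive T cells (n = 3; log2 fold change 0.52, SE 0.30, adjusted p = 1.0 from edgeR) and at 92.2 ± 4.37 and 95.7 ± 7.72 CPM in regulatory T cells (log2 fold change 0.08, SE 0.24). Its whole-lung change was 0.37 (SE 0.37, adjusted p = 0.637).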

*Tox* was preferentially expressed on T cell populations and did not demonstrate significant alterations in response to CDH.

Lastly, we evaluated these markers across both OVA‐ and PBS‐treated animals, these data indicate alteration of expression of the prominent activation marker, *Cd69*, across several immune cell populations in response to CDH with both PBS and OVA treatment. We also see that CDH increases T cell exhaustion marker expression with PBS treatment, although this change is lost when rats are challenged with OVA.

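As lists, the study's markers did not pass over the whole lung of PBS-challenged rats. The 6 exhaustion markers gave an adjusted p of 0.113 from camera (0.465 estimated) with a median log2 fold change of -0.32, 1 lower over all genes and 2 when adjusted over the list alone. The 6 activation markers tested gave 0.598 in PBS (0.871 estimated) and 0.858 in OVA (0.984 estimated), and 11 other inhibitory T cell genes 0.942 in PBS (0.953 estimated), with 0 members past the threshold in edgeR over all genes or adjusted over the list alone in each of these tests. In neutrophils the exhaustion list fell (CDH versus RA, PBS, adjusted p = 0.0128, and 0.223 estimated). From Cd69 and from exhaustion markers in T cells, the paper concludes that CDH alters activation markers under both challenges and exhaustion markers with PBS.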

Taken together, we see alterations in activation and exhaustion markers in various immune cell populations in response to CDH.

### 3.6 Characterization of airway inflammation associated markers

We next assessed the transcript expression of immune cell secretory products as cytokines and secretoglobulins produced by different immune cell populations are critical for mediating the allergic response and creating the inflammatory milieu. Note that any mention of significance is based on computed DEG results (Table S2).

We compared the response to CDH versus RA in OVA‐treated rats. Expression of *Il13* and *Il4* was only observed in a few cells. 

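Il13 gave 2 UMIs in OVA RA and 0 in OVA CDH, and with cells kept by detected genes 4 UMIs in 4 cells and 2 UMIs in 1 cell. Il4, the cytokine that starts type 2 responses, gave 68 UMIs in 34 cells of OVA RA (0.320%) and 124 UMIs in 48 cells of OVA CDH (0.290%). Over all groups the mast cell or basophil class held 147 Il4 UMIs in 45 of 174 cells (median depth 2436 UMIs per cell) and NK cells 138 UMIs in 60 of 2163 cells (median depth 4038). In neutrophils 4 of 17188 cells had an Il4 UMI (median depth 1891). When cells were kept by detected genes, regulatory T cells held 404 Il4 UMIs, NK cells 398 and the mast cell or basophil class 167, which is 13.4% of all. Whole-lung Il4 changed by 0.61 with CDH in OVA, which did not pass. As a list, 23 type 2 inflammation genes gave an adjusted p of 0.0533 from camera (0.269 estimated) and a median of 0.24, with 0 members past the threshold in edgeR over all genes and 1 higher when adjusted over the list alone.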

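Il13ra1 and Il4r encode the 2 chains of the receptor through which interleukin-4 and interleukin-13 signal. In OVA-challenged rats Il13ra1 was at 33.6 CPM in RA and 37.5 in CDH over the whole lung (mean, n = 3; log2 fold change 0.16, SE 0.24), and Il4r at 113 and 104 (log2 fold change -0.12, SE 0.14). By class, Il13ra1 changed by 0.38 in nonclassical monocytes (SE 0.20, adjusted p = 0.676 from edgeR) and 0.81 in secretory airway cells (SE 0.40, adjusted p = 1.0), and Il4r by -0.80 in endothelial cells (SE 0.24, adjusted p = 0.214), -0.24 in B cells (SE 0.12) and -0.07 in neutrophils. None passed.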

Expression of *Il13ra* and *Il4ra* also showed minimal differences in response to CDH (Figure 6a). With respect to *Scgb1a1* only memory T cells, mast cells, and alveolar macrophages demonstrated a significant CDH‐induced increase in expression with OVA treatment (Figure 6b). 

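Scgb1a1 did not change within any class of OVA-challenged rats. In alveolar macrophages its log2 fold change in CDH was -0.60 (SE 0.51, adjusted p = 0.69 from edgeR), in regulatory T cells -0.27 and in secretory airway cells -0.17. The mast cell or basophil class held 5832 ± 6328 CPM in OVA RA (3 libraries) and 6351 ± 1940 CPM in OVA CDH (2 libraries), from 59 and 60 cells. Nearly every immune cell of these libraries held the transcript (98.5% of alveolar macrophages in OVA RA and OVA CDH). Over the immune classes with at least 10 cells and 10 UMIs of the gene, 8 to 11 per library, the median level was 5719 ± 5210 CPM in OVA RA and 5194 ± 2960 in OVA CDH.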

*Scgb3a1* had significantly decreased expression in all cell populations in response to CDH. 

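Scgb3a1 was higher in the OVA libraries labelled CDH in 8 of 8 immune classes, with log2 fold changes from 0.04 to 2.49 (median 1.51), and none passed the test. Naive T cells were at 50.9 ± 27.03 CPM in RA and 273 ± 229 CPM in CDH (mean ± SD, n = 3; log2 fold change 2.49, SE 0.49, adjusted p = 0.0518 from edgeR), nonclassical monocytes at 60.1 ± 41.1 and 260.4 ± 192 CPM (log2 fold change 2.09, SE 0.57, adjusted p = 0.15) and neutrophils at 212 ± 104 and 630.4 ± 372 CPM (log2 fold change 1.58, SE 0.43, adjusted p = 0.439). In secretory airway cells the change was 1.12 (SE 0.84, adjusted p = 1.0). Endothelial cells were the exception among the structural classes (log2 fold change -1.51, SE 1.19).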

*Scgb3a2* showed overall consistent expression between hypoxic and normoxic rats. 

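Scgb3a2 was at 1135 CPM in OVA RA and 1211 in OVA CDH over the whole lung (mean, n = 3; log2 fold change 0.09). In secretory airway cells it was at 31640.0 ± 1843 and 28770.0 ± 4184 CPM (mean ± SD; log2 fold change -0.14, SE 0.29), and changes in the other classes lay between -0.87 in alveolar macrophages and 0.00 in ciliated cells, none past the threshold. Within a library its levels over the immune classes had an SD of 0.521 on the log2 scale (median of 11 libraries).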

*Il33* expression was significantly increased in fibroblasts in response to CDH. However, *Il1rl1* expression was not significantly altered in response to CDH (Figure 6c).

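Il33 encodes an alarmin that damaged barrier cells release. In fibroblasts of OVA-challenged rats it was at 434 ± 158 CPM in RA and 163 ± 79.4 CPM in CDH (mean ± SD, n = 3; log2 fold change -1.42, SE 0.46, adjusted p = 0.278 from edgeR). Endothelial cells, with the highest level, held 2449 ± 542 and 1137 ± 144 CPM (log2 fold change -1.11, SE 0.32, adjusted p = 0.186), and alveolar type II cells 475 ± 28.9 and 281 ± 130.2 CPM (log2 fold change -0.54, SE 0.31, adjusted p = 1.0). None passed, and the whole-lung change was -0.13. The change in fibroblasts was -0.19 with cells kept by detected genes.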

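Il1rl1, the gene of the interleukin-33 receptor, was highest in innate lymphoid cell 2 cells (275.5 ± 83.2 CPM, mean ± SD over 3 libraries) and the mast cell or basophil class (158 ± 61.3, 8 libraries), and at 15.9 CPM in regulatory T cells. These means pool the 4 groups. Most innate lymphoid cell 2 cells came from PBS libraries (27 in PBS RA and 83 in PBS CDH, 2 in OVA RA and 19 in OVA CDH). In whole-lung sums of OVA-challenged rats it was at 0.968 CPM in RA and 1.53 in CDH (log2 fold change 0.54). It was testable in these classes with cells kept by detected genes, where its changes were 0.15 in innate lymphoid cell 2 cells (SE 0.27), 0.39 in the mast cell or basophil class (SE 0.53) and 0.43 in regulatory T cells (SE 0.45, adjusted p = 0.979 from edgeR).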

**FIGURE 6:**
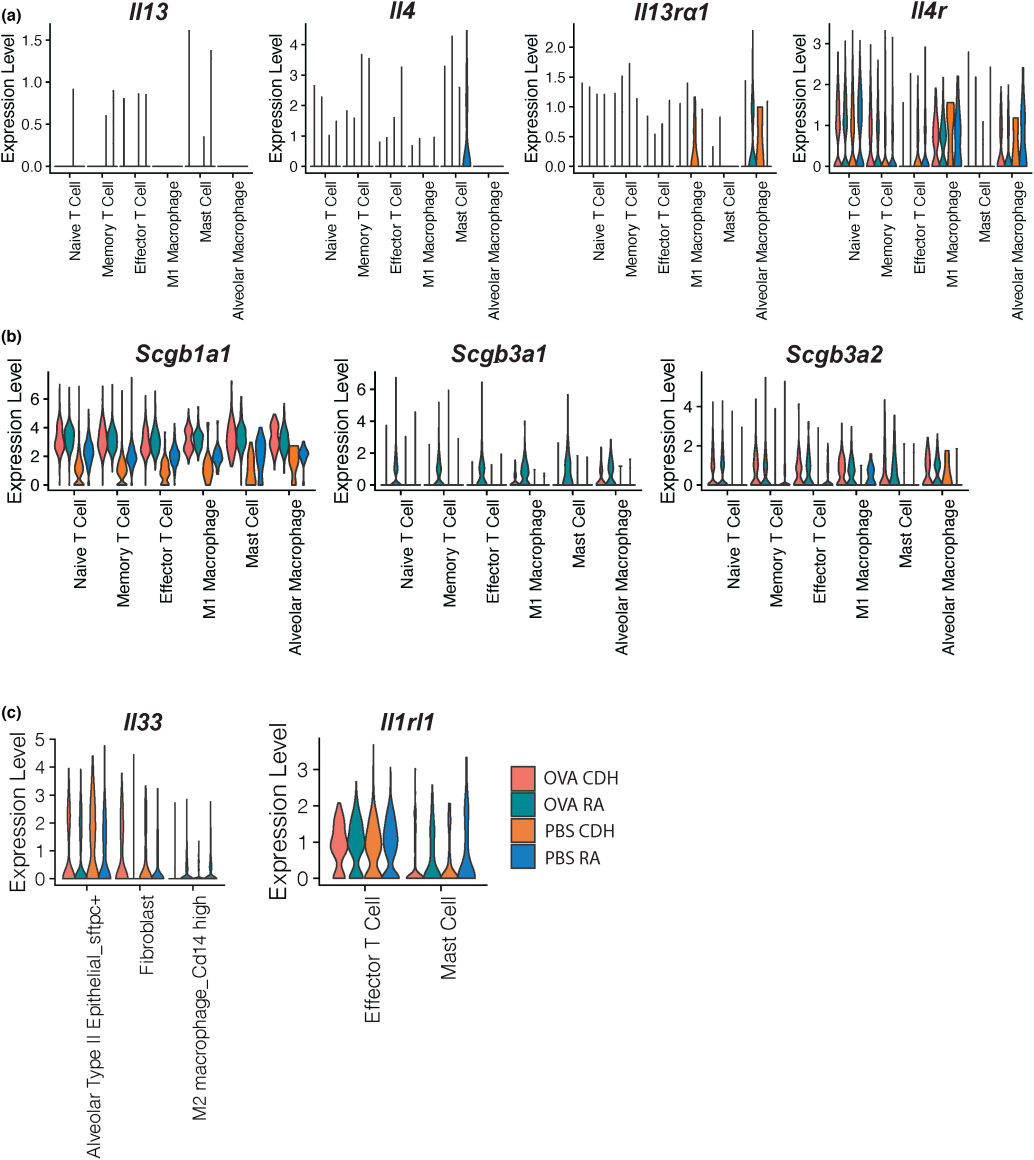
Inflammatory marker expression across immune and structural cell populations. (a) Violin plots of Th2 associated transcript expression in immune cell populations from CDH and room air‐conditioned rats sensitized and challenged with either OVA or PBS. (b) Violin plots of secretoglobulin transcript expression in immune cell populations from CDH and room air‐conditioned rats sensitized and challenged with either OVA or PBS. (c) Violin plots of *Il33* and cognate receptor *Il1rl1* transcript expression in structural and immune cells from CDH and room air‐conditioned rats sensitized and challenged with either OVA or PBS. CDH, chronic developmental hypoxia; OVA, ovalbumin; PBS, phosphate‐buffered saline.

In comparing PBS‐treated rats in CDH versus RA conditions, expression of *Il13* and *Il4* was modest with only mast cells expressing detectable amounts of *Il4* transcripts under normoxic conditions. 

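In PBS-challenged rats Il4 gave 23 UMIs in 18 cells of RA (0.212%) and 104 UMIs in 30 cells of CDH. In the mast cell or basophil class the 18 cells of RA held 2 of these UMIs and the 37 cells of CDH 60, and in NK cells RA held 10 and CDH 34. Kept by detected genes, cells of RA gave more Il4 than those of CDH, 446 UMIs in 149 cells and 306 UMIs in 96 cells, with 15 and 60 UMIs in the mast cell or basophil class. Whole-lung Il4 was at 1.36 CPM in RA and 5.73 in CDH (mean, n = 3; log2 fold change 2.06, SE 0.78, adjusted p = 0.188 from edgeR). Il13 gave 0 UMIs in RA and 2 in CDH, and with detected genes 13 UMIs in 12 cells and 22 UMIs in 13 cells. The type 2 inflammation list gave an adjusted p of 0.841 from camera (0.953 estimated), with a median of -0.02 although the test leaned up, and 0 members passed in edgeR over all genes or when adjusted over the list alone.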

*Il13ra1* and *Il4ra* expression were not significantly altered (Figure 6a). 

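In PBS-challenged rats Il13ra1 was at 38.5 CPM in RA and 24.0 in CDH over the whole lung (mean, n = 3; log2 fold change -0.69, SE 0.25, adjusted p = 0.177 from edgeR), and Il4r at 124 and 128 (log2 fold change 0.05, adjusted p = 0.881). Il13ra1 changed by 0.06 in neutrophils, -0.20 in nonclassical monocytes and -0.87 in secretory airway cells (SE 0.79). Il4r changed by -0.78 in regulatory T cells (SE 0.23, adjusted p = 0.164), 0.40 in neutrophils (SE 0.20, adjusted p = 0.373) and 0.39 in B cells (SE 0.21). None passed.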

Alterations in secretoglobulin expression correspond to the overall inflammatory environment. 

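In PBS-challenged rats Scgb1a1 UMIs were higher in CDH in 7 of 7 immune classes tested, by 1.25 to 2.50 on the log2 scale (median 1.71). B cells rose from 511 ± 178 CPM in RA to 2674 ± 589 CPM in CDH (mean ± SD, n = 3; log2 fold change 2.50, SE 0.41, adjusted p = 0.00187 from edgeR). Interstitial macrophages changed by 1.70 (SE 0.39, adjusted p = 0.222), naive T cells by 1.90 (SE 0.44, adjusted p = 0.303), neutrophils by 1.71 (SE 0.62, adjusted p = 0.213) and regulatory T cells by 1.25 (SE 0.43, adjusted p = 0.395). With the replicate block within PBS interstitial macrophages passed as well (adjusted p = 0.0164), and with the block over both challenges these 4 classes and NK cells did (adjusted p = 5.08e-04 to 0.0159). In secretory airway cells the change was 0.28 (SE 0.35, adjusted p = 0.934). Over the immune classes with at least 10 cells and 10 UMIs of the gene, 8 to 13 per library, the median level was 600.2 ± 307 CPM in PBS RA and 1673 ± 523 CPM in PBS CDH.

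**Figure D4:**
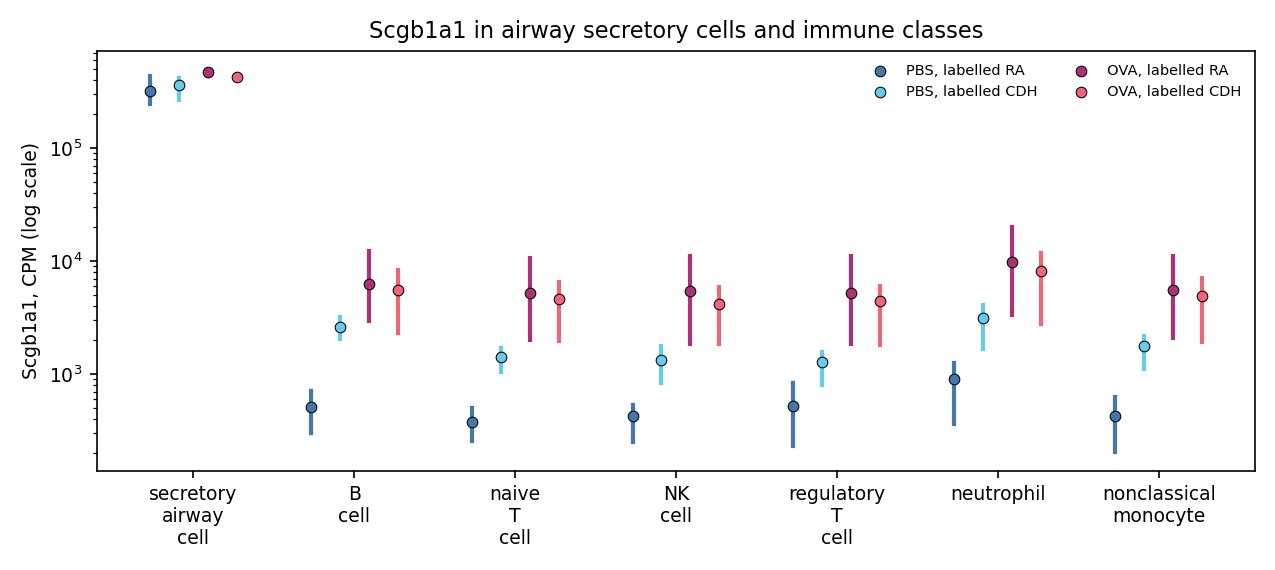
Scgb1a1 in CPM on a log scale in airway secretory cells and 6 immune classes, in the 4 groups. Points are means over libraries and vertical lines run from the lowest to the highest library, and in B cells the PBS CDH mean lies above the PBS RA mean, while all immune classes of a group lie far below the airway secretory cells.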

*Scgb1a1* expression is significantly decreased in all displayed cell populations in response to CDH, suggesting a decreased inflammatory phenotype in the CDH rats. Minimal *Scgb3a1* expression was seen in PBS‐treated rats, although CDH did induce a significant decrease in naïve T cells. 

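Scgb3a1 in naive T cells of PBS-challenged rats was at 7.83 ± 7.12 CPM in RA and 60.8 ± 44.4 CPM in CDH (mean ± SD, n = 3; log2 fold change 2.70, SE 1.12, adjusted p = 1.0 from edgeR). Regulatory T cells were at 34.4 ± 30.5 and 19.4 ± 8.74 CPM and neutrophils gave 0.76 (SE 0.45, adjusted p = 0.447), and no class passed. In secretory airway cells it was at 4307 ± 4478 and 15540.0 ± 11470.0 CPM (log2 fold change 1.85, SE 0.86, adjusted p = 0.84).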

*Scgb3a2* was significantly decreased in memory and effector T cells, M1 macrophages, and increased in alveolar macrophages in response to CDH (Figure 6b). 

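Scgb3a2 was higher in CDH in the immune classes of PBS-challenged rats, by 1.61 in interstitial macrophages (SE 0.40, adjusted p = 0.222 from edgeR), 1.78 in neutrophils (SE 0.68, adjusted p = 0.238), 1.85 in naive T cells (SE 0.90) and 2.85 in B cells (SE 0.89, adjusted p = 0.438), while secretory airway cells changed by 0.10 (SE 0.29). None passed, and with the replicate block over both challenges neutrophils (adjusted p = 0.0481) and regulatory T cells (adjusted p = 0.0122) did. Alveolar macrophages held 86.0 ± 62.4 CPM in 2 RA libraries and 142 ± 124 CPM in 3 CDH libraries (mean ± SD), from 6 and 21 UMIs. Over the whole lung it was at 304 and 827 CPM (log2 fold change 1.45, SE 0.51, adjusted p = 0.16).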

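In alveolar type II cells, the surfactant-making cells of the alveoli, Il33 was at 607 ± 241 CPM in 3 PBS RA libraries and 309.5 ± 67.4 CPM in 2 PBS CDH libraries with at least 10 such cells (mean ± SD). With cells kept by detected genes, where all 6 libraries could be tested, its log2 fold change was -0.10 (SE 0.38, adjusted p = 0.96 from edgeR). Endothelial cells held 2520.0 ± 916 CPM in RA and 1546 ± 560.5 CPM in CDH (log2 fold change -0.70, SE 0.33, adjusted p = 0.691), and over the whole lung Il33 was at 29.7 and 26.2 CPM.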

*Il33* was significantly increased in *Sftpc +* alveolar type II epithelial cells. 

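In PBS-challenged rats Il1rl1 was at 3.59 CPM in RA and 6.75 in CDH over the whole lung (mean, n = 3; log2 fold change 0.90, SE 0.60, adjusted p = 0.455 from edgeR). In cells kept by detected genes it changed by 0.13 in innate lymphoid cell 2 cells (SE 0.23), by 0.08 in regulatory T cells (SE 0.27) and by 0.58 in dendritic cells (SE 0.55, adjusted p = 0.738). None passed.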

Expression of *Il1rl1* displayed a trending decrease in response to CDH but was not significant (Figure 6c).

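Across the 3 secretoglobins and both challenges, 1 class passed the test without a block, B cells for Scgb1a1 in PBS, where the level was higher in CDH. For the airway secretory cells the log2 fold changes in CDH of Scgb1a1, Scgb3a1 and Scgb3a2 were 0.28, 1.85 and 0.10 in PBS and -0.17, 1.12 and -0.14 in OVA, and none passed. From lower secretoglobin expression across its classes, above all of Scgb3a1, the paper proposes that CDH diminished the inflammatory environment.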

Taken together, the overall decrease in inflammation‐induced secretoglobulin expression, particularly of *Scgb3a1* suggests that the inflammatory environment was significantly diminished in response to CDH.

## 4 DISCUSSION

This study evaluated whether CDH would suppress the immune response to allergic lung inflammation, as well as evaluate the effect of CDH in the control non‐allergic state. CDH significantly altered gene expression and multiple molecular pathways in both OVA‐treated and PBS‐treated rats. Some trends in CDH‐mediated alteration were the same between OVA‐treated and PBS‐treated rats and some were unique to either treatment group. CDH altered activation and exhaustion markers across several immune cell populations, and also impacted secretoglobulin expression in both conditions. Collectively, our findings suggest that CDH alters various immune cell populations, which could affect responses to various stimuli; however, we did not detect a large impact of CDH upon the pulmonary response specifically due to allergic inflammation.

We demonstrated fidelity of our model of OVA‐induced asthma as evidenced by increased airway hyperreactivity, cellularity, and Th2 cytokine production. While CDH significantly decreased airway hyperreactivity and produced a trending decrease in cytokine production, these differences were common to both OVA‐treated and PBS‐treated rats. Additionally, while airway hyperreactivity was decreased, our scRNA‐seq count data for smooth muscle cells were not significantly different in response to CDH in either OVA‐treated or PBS‐treated rats. 

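Smooth muscle cell or pericyte numbers were small. In OVA-challenged rats they were 0.508 ± 0.159% of kept cells in RA and 1.58 ± 0.522% in CDH (mean ± SD, n = 3; log2 change 1.63, SE 0.58, adjusted p = 0.128 from edgeR), or 18 and 85 cells per library. In PBS-challenged rats the smooth muscle cell or pericyte share was 0.0368% in RA and 0.191% in CDH (log2 change 2.33, SE 0.86, adjusted p = 0.159). Neither passed the test. Contractile genes were used to name the class, and vascular, airway and pericyte cells were not divided.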

While no studies have investigated the role of congenital developmental hypoxia on airway smooth muscle, several studies have shown that chronic hypoxia plays a role in airway smooth muscle growth (Lee & Kang, 2019; Minamino et al., 2001; Xu et al., 2021). Although we were interested in assessing the differentially expressed genes and enriched pathways of smooth muscle cells to evaluate gene sets related to growth, there was an insufficient number of cells for robust analysis in our current dataset. We also had an insufficient number of smooth muscle cells to distinguish between vascular and airway smooth muscle. We plan to continue exploring the role of smooth muscle cells in CDH in future studies.

While the physiological response to CDH was similar between OVA‐treated and PBS‐treated rats, our scRNA‐seq data demonstrated both common and unique responses to CDH in the context of OVA treatment or PBS treatment in various lung cell populations as evidenced by sets of differentially expressed genes and differentially enriched pathways. However, among the various parameters assessed, very little pointed to a differential Th2 inflammatory response due to CDH exposure. However, CDH did affect the inflammatory response in other notable ways:

We saw that there were both common and unique significantly differentially expressed genes in OVA‐treated and PBS‐treated rats in response to CDH. We saw that there was a significant increase in MHC class II expression in response to CDH which is consistent with previous reports studying post‐natal hypoxia exposure (Aiello et al., 2013; Kajiwara et al., 2016). Also of note is that the numbers of differentially expressed genes pulled from scRNA‐sequencing was far lower than the numbers obtained from bulk RNA sequencing, reflecting the increased depth of sequencing from bulk RNA sequencing. The relatively shallow sequencing afforded by scRNAseq is a limitation of the study and may contribute to the lack of allergic‐specific responses found in response to CDH.

We also saw differences among the differentially enriched pathways in response to CDH in both OVA‐treated and PBS‐treated rats. Pathways related to the oxygen transport were downregulated in response to hypoxia in several cell populations during PBS challenge but upregulated during OVA challenge. 

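In PBS-challenged rats the 11 hemoglobin and erythroid genes gave an adjusted p of 0.812 over the whole lung (camera; adjusted p = 0.953 with an estimated correlation) and a median log2 fold change of 0.40, with 0 members past the threshold in edgeR over all genes or when adjusted over the list alone. Hbb, Hba-a1 and Hba-a2 changed by 0.81, 0.40 and 0.22. In the 8 classes tested the list passed in 0. In OVA-challenged rats Hbb, Hba-a1 and Hba-a2 changed by -0.88, -0.49 and -0.67 (adjusted p = 1.0 for each from edgeR). The difference between the challenges was tested as well, and the list passed there (camera adjusted p = 0.0156, and adjusted p = 0.795 with an estimated correlation).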

One potential explanation for these divergent responses is that, during OVA challenge, there is an increase in oxygen transport that is not seen in the PBS challenge. This is likely due to the sudden increased need for oxygen due to the airway inflammation that perhaps provides greater compensation for the underlying hypoxic state. These differential responses are reflective of the large number of differentially expressed genes that are unique to the OVA challenge (Figure 3d). Additionally, we see that increased enrichment of pathways related to hemoglobin protein complexes in cells from OVA‐treated rats as compared to PBS‐treated rats. 

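The hemoglobin and erythroid list rose with OVA in RA rats, where 11 of 11 genes passed (camera adjusted p = 5.44e-11, and adjusted p = 0.132 with an estimated correlation), and in CDH rats, where 8 passed over all genes and 11 when adjusted over the list alone (camera adjusted p = 2.17e-13, and adjusted p = 0.0692 with an estimated correlation). Alas2 rose by 9.19 in RA (SE 0.45, adjusted p = 2.09e-06 from edgeR), and Hba-a1 and Hba-a2 by 9.66 and 7.98 in CDH. The labels of the samples and the methods name different steps for removing red blood cells, and the OVA and PBS libraries were made in separate runs.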

Expression of hemoglobin in non‐erythroid lineages such as macrophages, epithelial cells, and mesangial cells has been previously reported to mitigate oxidative stress (Liu et al., 1999; Nishi et al., 2008; Saha et al., 2014) and their expression may serve a similar function in our models as previous studies have shown that hypoxia can increase ROS production (Azimi et al., 2017; Bell et al., 2007). The differential enrichment of pathways related to ECM thickness and collagen production in response to CDH is consistent with the published ability of hypoxia to decrease ECM thickness and collagen production. McKay et al. showed that acute hypoxia decreases collagen secretion in human corneal fibroblasts, and Bentovim et al. reported that HIF‐1α acts as a central regulator of collagen production in chondrocytes in the hypoxic growth plate (Bentovim et al., 2012; McKay et al., 2017). The differential enrichment of pathways related to the hormone response by cells in response to CDH is consistent with previous studies showing that this effect is mediated through HIF‐1α by directly regulating steroidogenesis in the adrenal gland (Chang et al., 2010; Watts et al., 2021).

In our assessment of activation and exhaustion markers in T cells and macrophages, we saw trends in expression of several markers although most were not significant. This indicates that while CDH impacts RNA expression of activation and exhaustion markers in T cells and macrophages, the effect of these alterations likely does not contribute significantly to the attenuation of allergic inflammation.

In our assessment of immune cell inflammatory markers, we found little expression of classic inflammatory cytokines. We had additionally assayed for *Il9*, *Il5*, *Il1a*, *Il17a/f*, but gene expression of these cytokines was below detection. 

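Il17a, a cytokine of T helper 17 cells and gamma delta T cells, was detected in PBS-challenged rats. It gave 315 UMIs in 87 cells of RA (1.02%) and 398 UMIs in 83 cells of CDH (1.17%), against 1 and 8 UMIs in OVA RA and OVA CDH, and with OVA its whole-lung level fell in RA (adjusted p = 1.90e-04 from edgeR, the size resting on 1 UMI) and by 6.95 in CDH (adjusted p = 6.46e-04). Regulatory T cells, a cluster also led by the T helper 17 receptor gene Ccr6, held 588 of its UMIs in 67 of 879 cells (median depth 4008 UMIs per cell), while 46 of 17188 neutrophils had 1. Il1a gave 130 UMIs in PBS RA and 136 in PBS CDH, 4 in OVA RA and 9 in OVA CDH, with 239 UMIs in neutrophils, and fell by 5.83 in RA (adjusted p = 0.00548) and by 5.25 in CDH (adjusted p = 0.0151). Il5 gave 18 UMIs in PBS RA, all of them in replicate 2, 5 in PBS CDH and 0 and 1 in the OVA groups, Il17f 2, 7, 1 and 5, and Il9 0 in all 4 groups. Kept by detected genes, cells of PBS RA, PBS CDH, OVA RA and OVA CDH gave 7292, 12571, 511 and 525 UMIs of Il17a (54.3, 87.7, 3.52 and 3.21 CPM), 377, 444, 21 and 41 UMIs of Il5, 159, 414, 18 and 29 of Il17f and 0, 2, 0 and 0 of Il9, and of the Il1a UMIs 58.3% lay in interstitial macrophages, 20.3% in alveolar macrophages and 12.9% in neutrophils. Levels by challenge also differ by sequencing run.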

PBS‐treated M1 macrophages had increased *Il13ra* expression in response to CDH which may alter their cytokine responsiveness. Secretoglobulin expression was also significantly altered in response to CDH. We observed that CDH decreased *Scgb1a1* expression in PBS‐treated rats and decreased *Scgb3a1* in OVA‐treated rats globally. *Scgb1a1*, primarily studied in the context of the airway epithelium, has previously been shown to have an immune‐suppressive effect and is typically increased under inflammatory stress (Xu et al., 2020; Zhu et al., 2019). *Scgb3a1* is less well studied but has been shown to play some roles in inflammation. A report by Raffay et al. showed that neonatal hyperoxia followed by RA recovery was associated with a decrease in SCGB3A1 protein (Raffay et al., 2013). Yamada et al. (2005, 2009) showed that SGB3A1 expression is induced by IL‐4 and IL‐3 which are classic Th2 cytokines that are critical in allergic airway disease.

Previously, few studies have investigated the role of congenital developmental hypoxia in the development and function of the lung in the context of allergic airway disease. In this study, we have documented alterations in gene expression caused by congenital developmental hypoxia in murine lung immune cell populations and transcriptomic profiles in the presence or absence of allergic lung inflammation.

## AUTHOR CONTRIBUTIONS

Michelle Chu and Hongyu Gao performed and analyzed scRNA‐seq studies. Huanling Gao and Patricia Esparza sensitized and challenged rats and performed airway reactivity testing. Abigail Pajulas, Jocelyn Wang, and Rakshin Kharwadkar performed immune cell isolations, cultures, and analysis of cytokines. Mark H. Kaplan and Robert S. Tepper conceived and planned the studies. Michelle Chu, Mark H. Kaplan, and Robert S. Tepper wrote the paper.

## ETHICAL STATEMENT

Studies involving animals in this report were approved by the Institutional Animal Care and Use Committee.

## Supporting information

Figure S1.
Figure S2.
Figure S3.

Table S1.
Table S2.
Table S3.

# Supplementary material for: Chronic developmental hypoxia alters rat lung immune cell transcriptomes during allergic airway inflammation
**Source:** Physiol Rep. 2023 Feb 7;11(3):e15600. doi: 10.14814/phy2.15600
**Supplement:** Supplementary file 1 — Figure S1. Figure S2. Figure S3.

Chronic developmental hypoxia alters rat lung immune cell transcriptomes during allergic airway inflammation

Michelle Chu^1^, Huanling Gao^2^, Patricia Esparza^2^, Abigail Pajulas^1^, Jocelyn Wang^1^, Rakshin Kharwadkar^1^, Hongyu Gao^3^, Mark H. Kaplan^1,2*^, Robert S. Tepper^2*^

**Supplementary Figures**

Supplementary Figure 1: Multiplex analysis of BALF

Multiplex analysis of cytokines in BALF from CDH and room air-conditioned rats sensitized and challenged with OVA. N = 5-7, Student’s t test.

Supplementary Figure 2: Primary cluster markers

(A) Heatmap showing the top five markers per cluster used for their respective identification.

(B) Numbers of lung structural cells. N = 3, **p < 0*.05, ***p* < 0.01. One-way ANOVA with Tukey’s post hoc multiple comparisons test.

Supplementary Figure 3: GSEA of signaling pathways in immune cell populations

Radar plots showing differential enrichment of signaling pathways in immune cell populations in CDH vs room air conditioned rats sensitized and challenged with either PBS or OVA.

# Supplementary material for: Chronic developmental hypoxia alters rat lung immune cell transcriptomes during allergic airway inflammation
**Source:** Physiol Rep. 2023 Feb 7;11(3):e15600. doi: 10.14814/phy2.15600
**Supplement:** Supplementary file 2 — Table S1. Table S2. Table S3.

**A B C D E F G H**

**I J K L M N O**

Supplementary Table 1: Differentially expressed gene lists

Differentially expressed genes corresponding to the same-colored and same-numbered sector of the Venn diagram from Figure 2C.

Supplementary Table 2

| **GSEA Pathway** | **Genes** |
| --- | --- |
| Gas Transport | Cygb, Ipcef1, Hba1, Hba2, Hbm, Hbb, Hbd, Hbe1, Hbg1, Hbg2, Hbq1, Hbz, Aqp1, Aqp4, Aqp5, Aqp6, Mb, Myc, Ngb, Rhag, Bpgm, Ca2 |
| Oxygen Transport | Cygb, Ipcef1, Hba1, Hba2, Hbm, Hbb, Hbd, Hbe1, Hbg1, Hbg2, Hbq1, Hbz, Mb, Myc, Ngb, Bpgm |
| Cellular Response to Nitric Oxide | Hdac5, Bcl2l11, Hcn4, Mir1271, Mir762, Pqbp1, Actr2, Nampt, Akap9, Cdk2, Cdk4, Cdk5, Flot1, Rragb, Tlr6, Klf2, Nod1, Rapgef3, Prmt5, Baiap2 |
| Response to Hyperoxia | Atg7, Foxo1, Nox1, Fas, Cav1 |
| Hemoglobin Complex | Cyb5r3, Hba1, Hba2, Hbm, Hbb, Hbd, Hbe1, Hbg1, Hbg2, Hbq1, Hbz, Ahsp |
| Erythrocyte Development | Sh2b3, Maea, Klf2, Cited2, Fam210b, Epb42, Dmtn, Epo, Ercc2, Alas1, Alas2, Adgrf5, Jmjd6, Abcb10, Brd1, G6pd, Trim58, Gata1, Flvcr1, Tmod3 |
| Response to Oxygen Levels | Adam8, Cdkn1b, ENSG00000274276, Stub1, Cited2, Ndrg1, Acaa2, Hyou1, Atg7, Usp19, Egln2, Phb2, Ucn3, Card16, Vasn, Clca1, Plk3, Cpeb2 |
| Hydrogen Peroxide Metabolic Process | Hdac6, Prdx4, Mtco2p12, Noxa1, Prdx3, Park7, Noxo1, Pxdnl, Ctns, Cyba, Cybb, Cyp1a1, Cyp1a2, Fyn, Mpv17l, Prdx5, Nox1, Gpx1, Gpx3, Hba1 |
| Blood Vessel Endothelial Cell Migration | Akt3, Mir939, Hdac5, Cdh5, Mir2355, Cib1, Plk2, Pdcd10, Nus1, Cln3, Mapk14, Csnk2b, Cyp1b1, Amot, Clec14a, Spred1, Gadd45a, Agtr2, Efna1, Efnb2 |
| MHC Class I Protein Complex | Hfe, Hla-a, Hla-b, Hla-c, Hla-e, Hla-f, Hla-g, Hla-h, Mr1, B2m |
| Beta-2-Microglobulin Binding | Mica, Fcgrt, Hfe, Hla-a, Hla-e, Hla-f, Hla-h, Mr1, Cd1d |
| Lymphocyte Mediated Immunity | C17orf99, Parp3, Igll5, Klrf2, Mica, Klrc4-Klrk1, Rasgrp1, Cd96, Ighv2-70d, Ighv1-69d, Tcirg1, Tubb4b, Btn3a2, Mad2l2, Batf, Cebpg, Cd226, Masp2, Ctsc |
| T Cell Mediated Cytotoxicity | Mica, Ctsc, Lilrb1, Ripk3, Il23r, Ctsh, Ager, Emp2, Fcgr2b, Cadm1, Gzmm, Nckap1l, Hla-a, Hla-b, Hla-dra, Hla-drb1, Hla-e, Hla-f, Hla-g, Hla-h |
| Eosinophil Migration | Adam8, Ccl26, Cd300a, Dapk2, Hrh1, Il4, Lgals3, Ptger4, Ccl1, Ccl2, Ccl3, Ccl4, Ccl5, Ccl7, Ccl8, Ccl11, Ccl13, Ccl21, Ccl24, Cx3cl1, Scg2 |
| Macrophage Chemotaxis | Cmklr1, Csf1, Csf1r, Il34, Tafa4, Cyp19a1, Ddt, Edn2, Ednrb, Ptk2b, Stap1, Mstn, Cxcl17, Lgals3, Mdk, Mif, Mmp2, Cklf, Mapk1, Mapk3 |
| Natural Killer Cell Chemotaxis | Klrc4-Klrk1, Klrk1, Pik3cd, Pik3cg, Ccl2, Ccl3, Ccl4, Ccl5, Ccl7, Xcl1 |
| Immune Effector Process |  |
| Regulation of Adaptive Immune Response | Ada, C17orf99, Parp3, Mad2l2, Batf, Cd226, Tnfsf13b, Lilrb1, Arid5a, Malt1, Lilrb4, Ripk3, Cd160, Dusp10, Shld3, Adcy7, Nlrp3, Csmd3, Clc, Exosc6 |
| Epithelial Cell Migration | Ada, C17orf99, Parp3, Igll5, Klrf2, Mica, Klrc4-Klrk1, Rasgrp1, Cdh17, Cd96, Ighv2-70d, Ighv1-69d, Ighv3-64d, Tcirg1, Tubb4b, Btn3a3, Nod1, Spon2, Vav3, Mad2l2 |
| Regulation of Cell Motility | Arpc3, Actr3, Arpc2, Jmy, Eps8, Nckapil, Enah |
| Cell Adhesion | Ada, Cdh2, Mir675, Siglec14, Cdh3, Mir939, Lmln2, Cldn24, Cd24, Bcl2l11, Sh2b3, Cdh4, Gne, Troap, Cldn34, Cdh5, Cdh6, Dnajb6, Cdh7, Klrc4, Klrk1 |
| Endothelial Cell Migration | Akt3, Mir939, Hdac5, Pdcd6, Cdh5, Mir1908, Mir2355, Cdh13, Cib1, Cxcl13, Gipc1, Plk2, Ptp4a3, Fstl1, Pdcd10, Nus1, Cln3, Aamp, Mapk14, Csnk2b |
| Myeloid Cell Development | Abi1, Sh2b3, Tspan2, Wasf2, Maea, Klf2, Cited2, Cebpb, Lilrb1, Fam210b, Slc9b2, Zfpm1, Ep300, Epb42, Dmtn, Epo, Ercc2, Alas1, Alas2, Evi2b |
| Response to Growth Factor | Hdac6, Pdcd6, Mir1224, Cdh5, Mir1298, Tgfbr3l, Micos10-nbl1, Mir4632, Tob1, Fbxw7-as1, Spry3, Spry1, Spry2, Ramp2, Fstl3, Stub1, Cdkn1c, Cdkn2b, Cited2, Rack1 |
| Epithelial Cell Differentiation | Cdh2, Cdh3, Mir541, Cd24, Cdh5, Ush1c, Fem1b, Enam, Abi2, Dhrs9, Cdk6, Gdf11, Spry1, Cdkn1b, Cdkn2b, Ccno, Klf2, Basp1, Cdsn |
| Homeostasis of Number of Cells | Ada, Cdh2, Akt3, Bcl2l11, Sh2b3, Armcx5-Gprasp2, Trim10, Lpcat3, Cdk6, Maea, Adar, Tcirg1, Ikzf1, Klf2, Cited2, Mertk, Znhit1, Cebpg, Klf1, Tnfsf13b |
| Regulation of Cell Cycle G1/S Phase Transition | Mir892b, Mir873, Ctdsp2, Cdk2, Psme3, Ctdspl, Cdk7, Cdkn1a, Cdk2ap2, Cdkn1b, Cdkn2a, Cdkn2b, Cdkn2c, Cdkn2d, Btn2a2, Gpnmb, Plk2, Fam107a, Chek2, Trex1 |
| Cell Killing | Klrf2, Mica, Klrc4-Klrk1, Rasgrp1, Tubb4b, Cebpg, Gnly, Cd226, Ctsc, Lilrb1, Ripk3, Cd160, Chga, Coro1a, Lyst, Tusc2, Pglyrp3, Slamf6, Dcd, Defb118 |
| CCR5 Chemokine Receptor Binding | Nes, Cnih4, Jak1, Ccl3, Ccl4, Ccl5, Stat1 |
| Positive Regulation of ERK1 and ERK2 Cascade | Apela, Rasgrp1, Spry2, Ramp3, Ccl26, Abca7, Nod1, Gpnmb, Cib1, Fermt2, Chi3l1, Cavin3, Phb2, Chrna7, Tirap, Adcyap1, Ccr1, Ccr7, Crkl, Csfir |
| Regulation of Apoptotic Signaling Pathway | Bcl2l10, C8orf44-sgk3, Ppif, Trap1, Psme3, Cdkn2d, Yap1, Acaa2, Creb3, Hyou1, Ivns1abp, Zmynd11, Park7, Rffl, Clu, Lrrk2, Col2a1, Csf2, Csnk2a1, Csnk2a2 |
| Regulation of Endopeptidase Activity | Lmln2, Jmjd7, Pigk, Usp17l10, Usp17l11, Usp17l12, Usp17l13, Usp17l17, Prss46p, Usp17l18, Usp17l19, Usp17l20, Usp17l21, Usp17l22, Usp17l15, Casp12, Adam8, Cela3a, Adam10, Zmpste24 |
| Collagen Metabolic Process | P3h3, P3h4, Mmp24, Emilin1, Cygb, Mmp21, Col1a1, Col1a2, Col5a1, Adamts14, Cst3, Ccn2, Ctsb, Ctsk, Ctsl, Ctss, Cyp7a1, Retreg3, Tmprss6, Eng |
| Supramolecular Polymer | C19orf71, Hdac6, Kif28p, Krtap25-1, Krtap4-9, Krtap20-4, Krtap22-2, Krtap21-3, Chmp4bp1, Dnajb6, Krtap9-7, Krtap16-1, Krtap9-6, Krtap29-1, Dnmil, Abcc9, Myzap, Kif20a, Dnal4, Lrpprc |
| Extracellular Matrix Organization | Ramp2, Fbln5, Emilin1, Col1a2, Col3a1, Dag1, Agt, Lamb4, Ntng1, Clasp2, Phldb1, Clasp1, Gas6, Gpm6b, Rgcc, Efemp2, Has1, Has2, Has3, Ihh |
| Regulation of Collagen Metabolic Process | Emilin1, Cygb, Cst3, Ccn2, Cyp7a1, Eng, F2, F2r, Fap, Amelx,Rgcc, Hdac2, Ihh, Il6, Inhba, Itga2, Mir145, Mir149, Mir218-1 |
| Cytosolic Ribosome | Rack1, Rpl35, Rpl39l, Rps4y2, Rpl10l, Fau, Rplp0p6, Rpl13a, Rpl36, Rpl7l1, Hba1, Hba2, Apod, Rpsa, Eif2ak4, Rpl10a, Rps27l, Rpl26l1, Zcchc17, Dhx29 |
| Regulation of Lipid Biosynthetic Process | Mir548p, Nr1h3, Lpcat3, Cdk4, Prmt3, Pibf1, Kat5, Sorbs1, Erlin1, Ces1, Avil, Cga, Erlin2, Ddx20, Chp1, Trex1, Apoa5, Clcn2, Fitm2, Adm |
| Response to Vitamin | ENSG00000274276, Cdkn2d, Postn, Col1a1, Cyp1a1, Cyp24a1, Cyp26a1, Cyp27b1, Dnmt3a, Epo, Alad, F5, F7, Tpcn2, Fes, Fkbp1b, Snw1, Folr1, Folr2 |
| Response to Steroid Hormone | Nr2e3, Hdac6, Bcl2l11, Nr1h3, Ptpru, Pdcd7, Cdo1, Yap1, Pgrmc2, Tada3, Carm1, Ncoa2, Ddx17, Txnip Ptges3, Gpr83, Abhd2, Sox30, Fam107a, Egln2 |
| Response to Corticosteroid | Bcl2l11, Ptpru, Pdcd7, Cdo1, Gpr83, Sox30, Fam107a, Ucn3, Fbxo32, Tph2 |
| Response to Interleukin-6 | St3gal6, Yap1, Cebpa, Ptprt, Chi3l1, C1qtnf4, Fer, Fgg, Sbno2, Gfi1, Foxa2, Il6, Il6r, Il6st, Aqp4, Jak1, Jak2, Mirlet7a1, Mirlet7c, Mirlet7e |
| Response to Retinoic Acid | Cdkn2d, Yap1, Trim16, Fzd10, Phb2, Twf2, Ovca2, Col1a1, Osr1, Creb1, Ctsh, Cyp26a1, Brinp1, Asxl1, Abca1, Epha3, Ptk2b, Fgfr2, Adnp2, Snw1 |
| Response to Carbohydrate | Mir320b1, Mir320c1, Mir320d2, Mir320c2, Mir320b2, Mir32d1, Mir320e, Calcrl, Cdkn1b, Rack1, Unc13b, Kat5, Txnip, Slc12a7, Cftr, Gjb6, Adcy5, Kat7, Adcy8, Ucn3 |

Supplementary Table 2: GSEA Gene Lists

Table displaying lists of genes utilized to determine pathway enrichment with GSEA. Maximum of 20 genes are shown.

Supplementary Table 3: Significance scores of differential gene expression data

Table displaying native and adjusted *p* values for two-way comparisons discussed in the text. *p* values were generated with Wilcoxon rank sum test and FDS corrected as noted.

How the deposited data were processed for this re-analysis (not part of the article)

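Lung cells of 12 rats were studied, 3 animals in each of 4 groups: room air or chronic developmental hypoxia (RA, CDH), challenged with PBS or with OVA. Each library holds the cells of 1 lung. Group names follow the labels of the deposited samples, with the hypoxia-reared animals of the labels written as CDH. The names of the OVA files carry a letter mark that those of the PBS files lack, and whether it stands for a challenge could not be settled from the labels or the paper. The 6 PBS libraries were sequenced in 1 run and the 6 OVA libraries in the other of 2 runs, so a difference between OVA and PBS cannot be told apart from one between runs.

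The authors made the deposited count values with Cell Ranger 3.0.2, which demultiplexed the reads, aligned them with STAR to the rat genome (build rn6 in the submitters' processing notes) and counted UMIs per gene and cell barcode; the filtered matrices of 28528 genes hold raw counts with no normalization. The authors' later steps in R 4.0.5 and Seurat 4.0.3 are not in these values. The matrices hold 129994 barcodes, from 7674 to 14780 per library, and 13 mitochondrial genes were read by name. The share of barcodes with 10% or more mitochondrial UMIs ranged from 17.7 to 53.2% over libraries.

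Cells with a mitochondrial share under 10% and 200 to 5000 total UMIs were kept, 42711 in all, which is 1 reading of the cutoffs in the methods. The other reading, 200 to 5000 detected genes, was run as an alternative. Because 35.9 to 50.2% of the barcodes of each library held more than 5000 UMIs, the main reading leaves out the cells richest in RNA, and cell types differ in RNA content. Over whole-lung sums of kept cells, 11634 genes passed the filter on low counts. Levels of genes with few UMIs are given as summed UMIs, with a floor of 3 counts.

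Clustering used scanpy 1.11.5: 86878 cells with a mitochondrial share under 10% and at least 200 UMIs, scaled and log-transformed, 2000 variable genes, 50 principal components, 15 neighbours and Leiden resolution 1.0, giving 44 clusters. A cluster took the class with the highest mean log2 fold of its fixed marker genes, if at least 3 of them were found in at least 10% of the cluster's cells and at 2-fold or more over the other cells, with 20 CPM added to both. It stayed unnamed where the leading genes, found in at least 20% of its cells, held more markers of another class, or where 50% or more of its cells were called doublets. Clusters with few UMIs and no own marker among the leading genes stayed unnamed as well. This gave 23 named classes, with 12 clusters left unnamed. Doublets were scored by Scrublet's procedure with exact neighbours, at a threshold of 0.25 fixed for all libraries after the automatic thresholds had been seen, which called 0.678 to 3.59% of cells per library, and were left in except in 1 alternative.

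Groups were compared on sums of UMIs, over all kept cells of a library or over its cells of a class, with the quasi-likelihood test of edgeR 4.0.16, TMM size factors, filterByExpr and all 12 libraries in 1 fit. Contrasts were CDH against RA within PBS and within OVA, OVA against PBS within RA and within CDH, CDH against RA over both challenges, and the difference of the CDH effect between challenges. A gene was called at an adjusted p under 0.05 (Benjamini-Hochberg). A class was tested where every library of the compared groups held at least 10 of its cells, so rare classes have no test. Class shares were compared with edgeR on cell numbers per class and library, with the library's kept cells as the offset. Numbers of kept cells were compared by exact permutation.

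The 22 gene lists, with the number of their genes among the features, were class I antigen presentation (33), class II antigen presentation (18), type I interferon response (46), hemoglobin and erythroid genes (19), hypoxia-inducible factor targets (38), glucocorticoid-responsive genes (28), collagen and extracellular matrix (45), cytotoxicity (29), chemokines and leukocyte chemotaxis (46), type 2 inflammation (33), neutrophil granule and alarmin genes (18), secretoglobin and airway secretory genes (16), surfactant and alveolar type II genes (16), activation markers of the study (7), exhaustion markers of the study (6), other T cell exhaustion and inhibitory genes (14), dissociation and immediate early genes (24), cell cycle (23), immunoglobulin and plasma cell genes (10), Y-linked genes (5), the major histocompatibility complex region by its RT1 prefix (31) and cytosolic ribosomal proteins (96). The lists share genes, class I with RT1 above all, and the ribosomal list also holds ribosomal protein kinases that carry the same prefix. Lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01, and again with an estimated correlation and with fry. Counts of members that rose or fell are given over all genes and, where named so, adjusted over the list alone.

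The rule for named genes, the lists, the markers, the tests and the alternatives were set before the data were examined. Named genes are the 31 genes the study names; per whole-lung comparison of 2 groups the 8 largest rises and 8 largest falls among called genes with a mean of at least 20 CPM and no overlap between groups; per class and CDH comparison the 3 largest of each, at 50 CPM; and per list up to 4 members with the smallest p. Clone-style gene names were taken only among the first 3.

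Alternatives were: 200 to 5000 detected genes; no upper limit on UMIs; a mitochondrial share under 5%; called doublets left out; DESeq2 1.42.0; RLE size factors; no filter on low counts; only the 2 groups compared; the replicate number as a block over both challenges; 28 hemoglobin, secretoglobin and surfactant genes taken out before normalization; the thresholds of the study (log2 fold change of 0.20, detection in 10% of cells) on top of the adjusted p; Leiden resolution 2.0; components centred per library; TMM on cell numbers; and each library left out in turn. Other splits of the libraries into groups of the same sizes were counted, 10 for 3 libraries against 3 and 100 drawn where challenges were kept apart; the 80 that exchange rearing labels within the PBS pairs were added later. The replicate numbers may pair the PBS libraries, which is not shown. Over 4811 genes, the deviations of same-numbered PBS RA and PBS CDH libraries from their group means correlate at 0.425, 0.339 and 0.381, and those of other numbers at -0.285 to -0.0497. Deviations within a group sum to 0, so these values are not independent. Libraries of different runs and numbers correlate more highly, PBS CDH 2 with OVA CDH 1 at 0.589 and PBS CDH 1 with OVA CDH 2 at 0.566. Any pairing is read from the counts, since neither the labels nor the paper say what a number marks. PBS pairs here means PBS libraries of the same number. Same-numbered OVA RA and OVA CDH libraries correlate at -0.253, 0.161 and 0.454, so the numbers do not pair them. A block on the number in the PBS libraries alone, called the replicate block within PBS, was added after the results were seen.

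The tests were run on simulated data before use. Libraries were simulated without any difference (20 data sets), and with genes changed in PBS CDH. Whole-lung sums with edgeR recovered 38% of genes changed by 1 on the log2 scale and 79.8% of those changed by 2, with 5 false calls per data set among 11436 genes; DESeq2 recovered 49.1% and 84.7% with 21.4 false calls. For neutrophil sums the shares were 41.7% and 89.8%, with 9.8 false calls per data set, and for B cell sums 30.8% and 74.6%, with 5.8 false calls. The class I list, changed on purpose, was called in 5 of 5 data sets, also with an estimated correlation. No other list was, with the RT1 and type I interferon lists left out of that count. Genes were simulated independently of each other, so this does not show how the list tests behave where genes move together.

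Depth sets the precision. The kept cells of a library held 5023654 to 18767048 UMIs, and cells of the OVA libraries held more UMIs than those of the PBS libraries. Sums over small classes hold few UMIs, so genes under 50 CPM there rest on few molecules. Replicates were whole animals; the libraries of a group are not technical repeats.

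Not analysed here: the study's airway reactivity, its lavage cell numbers and its cytokine measurements. Other software was python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, igraph 0.11.9, leidenalg 0.10.2, matplotlib 3.10.9, R 4.3.3 and Matrix 1.6.5.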

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

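The splits of the libraries, the replicate block within PBS and the test of class I members outside chromosome 20 were chosen only after the results were seen; the tests of free RNA and of RT1 class II genes were fixed earlier.

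Genes of the type I interferon response, an antiviral program, are not analysed by the paper and were lower in the libraries labelled CDH. With PBS challenge the list of 44 tested genes fell (adjusted p = 1.35e-19 by camera, adjusted p = 0.389 with an estimated correlation), with a median log2 change of -1.11; 30 members fell when adjusted over the list alone and 4 over all genes. Rtp4 went from 108 ± 32.1 to 33.8 ± 10.5 CPM (log2 fold change -1.67, SE 0.31, adjusted p = 0.0303) and Dhx58, a sensor of viral RNA, from 67.6 ± 26.1 to 19.3 ± 8.02 CPM (-1.81, SE 0.35, adjusted p = 0.0337). Ifi47, an interferon-induced GTPase, fell by 1.66 (SE 0.34, adjusted p = 0.0411). These gene calls were lost with only the 2 groups compared, with the replicate block over both challenges (adjusted p = 0.0548, 0.0548 and 0.0797) and without PBS RA replicate 1 or 2 or PBS CDH replicate 1 or 3, and not with the replicate block within PBS (adjusted p = 0.00933, 0.0150 and 0.0318). In OVA-challenged rats the list fell too (adjusted p = 5.95e-23, adjusted p = 0.144 with an estimated correlation; median -0.72), and 13 members fell when adjusted over the list alone and 0 over all genes by edgeR, among 857 genes of any kind at an unadjusted p under 0.05; DESeq2 called 186 genes there. Mx2 was at 123 ± 70.5 CPM in OVA RA and 10.3 ± 10.4 in OVA CDH (-3.55, SE 0.84, adjusted p = 0.133). The neutrophil cluster led by Acod1, Ifit3, Ccl3 and Isg15 held 52.2 ± 8.19% of kept cells in PBS RA and 24.4 ± 14.9% in PBS CDH, and how far this share accounts for the whole-lung fall was not tested. Every library left out in turn kept both falls past the threshold by camera, and fry kept the PBS fall (adjusted p = 0.0320) but not the OVA one (adjusted p = 0.130).

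Within classes the fall kept its side of the threshold with an estimated correlation in 3 of 9 classes tested in PBS and in 3 of 13 tested in OVA. For CDH versus RA, PBS, these were the NK cell (adjusted p = 1.36e-21; 0.00143 with an estimated correlation), the naive T cell (8.57e-06; 0.0495) and the regulatory T cell (9.05e-27; 0.00120). For CDH versus RA, OVA, they were the B cell (2.35e-18; 0.00186), the NK cell (4.19e-08; 0.0386) and the nonclassical monocyte (6.64e-44; 0.0397). In regulatory T cells of PBS-challenged rats Isg20, an interferon-induced exonuclease, went from 166 ± 14.8 to 45.1 ± 3.44 CPM (log2 fold change -1.82, SE 0.27, adjusted p = 4.15e-04) and Mx2 from 165 ± 53.7 to 31.4 ± 25.3 CPM (-2.31, SE 0.42, adjusted p = 0.00307).

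The CDH effect differed between OVA and PBS for 8 lists by the test of the difference itself with camera, none of which passed with an estimated correlation (adjusted p from 0.79 to 0.80) or by fry. Between-challenge differences were higher in OVA for the type I interferon response (adjusted p = 0.0160), hypoxia-inducible factor targets (adjusted p = 0.00110), chemokines and leukocyte chemotaxis (adjusted p = 0.00406), neutrophil granule and alarmin genes (adjusted p = 0.0334), dissociation and immediate early genes (adjusted p = 0.00834) and cell cycle (adjusted p = 0.0156). The difference was lower in OVA for hemoglobin and erythroid genes (adjusted p = 0.0156) and cytosolic ribosomal proteins (adjusted p = 2.64e-04). Of 100 splits that exchange rearing labels within each challenge, 36 called at least as many lists as the real one, up to 11 against 8, so chance cannot be excluded. Over single genes edgeR called 0 for this difference, with 1144 at an unadjusted p under 0.05 and 92 by DESeq2. Any split reaches a count of 0, so the splits decide nothing about it; the highest gave 230, the count of the CDH effect over both challenges, because exchanging the rearing labels in 1 challenge turns one contrast into the other. Leaving out PBS CDH replicate 2 gave 136 genes.

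A cluster of cardiac muscle cells (Myl7, Actc1, Tnni3, Mb), which the paper's text does not name, held 283 cells of the OVA libraries, 166 in OVA CDH and 117 in OVA RA, against 1 and 1 in the PBS libraries. Its cells were 1.14 ± 0.651% of kept cells in OVA RA and 1.02 ± 0.293% in OVA CDH, and runs and challenges cannot be told apart.

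Hmox1, the heme-degrading oxygenase, rose in neutrophils of OVA-challenged rats labelled CDH, from 8.99 ± 4.83 to 113 ± 74.5 CPM (log2 fold change 3.67, SE 0.52, adjusted p = 0.0140). The call was lost without OVA RA replicate 1 (adjusted p = 0.0951), replicate 2 (0.0735) or replicate 3 (0.142), and without OVA CDH replicate 3 (0.0869), with log2 changes of 3.10 to 4.15 over all single libraries left out.

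Secretoglobin transcripts in immune cell classes were weighed against free RNA from airway secretory cells, carried into droplets of other cells. Within a library the Scgb1a1 level was compared between immune classes with at least 10 cells and 10 of its UMIs, 8 to 13 classes per library. The SD of its log2 CPM had a median of 0.587 over 12 libraries (range 0.292 to 0.862, and 0.521 for Scgb3a2), below the bound of 1 set in advance. In PBS RA replicate 2, with the largest SD, the classes ran from 356 to 3279 CPM. Classes with fewer UMIs of the gene were left out, which can narrow this SD. In PBS-challenged rats Scgb1a1 was higher in CDH in 7 of 7 immune classes (1.25 to 2.50 on the log2 scale), and in secretory airway cells by 0.28. A candidate explanation for these transcripts in immune classes is therefore free RNA, and transcription within immune cells is left open. For hemoglobin genes the same SD was 0.580 (Hba-a1) and 0.932 (Hbb, 6 libraries), and no other biological explanation was tested.

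The change of RT1 genes with CDH was weighed against major histocompatibility complex haplotypes, since rats of different haplotype match the reference genome unequally. Among class II RT1 genes in PBS-challenged rats RT1-Bb changed by 2.28 and the others by -0.36 to 0.06. With RT1-Bb included the median was -0.08. Ciita, the regulator of these genes outside the region, changed by 0.345, just past the 0.3 set for an unchanged partner. Haplotypes and biology therefore cannot be told apart there. For class I the 10 members outside chromosome 20, which holds the region, had a median of -0.298 in PBS (9 of 10 lower, SD 0.331) and -0.27 in OVA (8 of 10 lower, SD 0.214), against -0.585 and -0.648 for RT1 members. The PBS median lies within its SD, so haplotypes as the whole cause of the class I fall stay open, as do the rearing named by the labels, the interferon genes that fell alongside and the labels themselves.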

How the results depend on the processing

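The alternatives below were planned; the splits that test the same counts and the replicate block within PBS were chosen only after the results were seen. In simulated data with 3 animals per group, a fold change of 2 was recovered for 38% of genes and one of 4 for 79.8%. Single libraries moved most counts by more than 1.5 times. Where 1 library of a group was left out, the spread was pooled over all groups. The cause of a changed value was not tested, except that the study's thresholds test a subset and left-out libraries and 2-group fits use fewer samples. Of 84 called named genes in whole-lung sums, 0 were lost with no filter on low counts, 1 with DESeq2, 1 without called doublets, 3 with RLE size factors, 3 of 75 with the highly expressed genes left out, 11 with cells kept by detected genes, 10 with no upper limit, 27 of 81 with a mitochondrial share under 5%, 29 of 82 with only the 2 groups compared, 24 with the replicate block over both challenges, and 0 to 25 with a library left out; none reversed. Of 36 called genes within classes, 0 were lost without called doublets, 13 with detected genes, 13 with no upper limit, 11 with DESeq2, 6 at Leiden resolution 2.0, 11 with centred components, 10 with only the 2 groups compared, and 4 to 14 with a library left out. Of 25 called class shares, 1 was lost with detected genes, 5 with TMM on cell numbers, 5 with centred components (1 more reversed), 9 with a mitochondrial share under 5% and 1 to 7 with a library left out. Of 56 called lists, all 56 missed the threshold with an estimated correlation and 29 with fry, in the same direction; 11 were lost and 6 reversed with detected genes, 13 and 6 with no upper limit, 16 lost with a mitochondrial share under 5%, 0 without called doublets and 1 to 9 with a library left out. No change of scaling moved the median gene by more than 0.025 on the log2 scale.

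Genes changed in whole-lung sums, CDH versus RA, PBS, numbered 155, and 672 with DESeq2, 236 with no filter, 0 with only the 2 groups compared (edgeR; 2097 at an unadjusted p under 0.05 in the fit of all groups), 22 with a mitochondrial share under 5% and 60 at the study's thresholds; leaving out 1 library gave 0 (without PBS RA replicate 2) to 876 (without PBS CDH replicate 2), with 2 without PBS RA replicate 1, 5 without PBS CDH replicate 1, 2 without PBS CDH replicate 3, 298 without PBS RA replicate 3, 69, 25 and 77 without OVA RA replicates 1 to 3 and 60 without OVA CDH replicate 3. Genes changed in whole-lung sums, CDH versus RA, OVA, numbered 11, and 186 with DESeq2, 31 with no filter, 18 with detected genes, 41 with no upper limit, and by edgeR 0 with only the 2 groups compared, 0 with a mitochondrial share under 5% and 0 at the study's thresholds (857 at an unadjusted p under 0.05 in the fit of all groups); leaving out 1 library gave 0 (without OVA RA replicate 2) to 25 (without PBS CDH replicate 2), with 1 without OVA RA replicate 1 and 0 without OVA RA replicate 3 or OVA CDH replicate 3. Genes changed in whole-lung sums, OVA versus PBS, RA, numbered 2999, and 7020 with detected genes, 7167 with no upper limit, 843 at the study's thresholds and 1738 (without PBS RA replicate 1) to 3666 (without PBS CDH replicate 2), with 1996 and 1807 without OVA RA replicates 1 and 2. Genes changed in whole-lung sums, OVA versus PBS, CDH, numbered 1112, and 432 with only the 2 groups compared, 5910 with detected genes, 5878 with no upper limit, 553 with a mitochondrial share under 5%, 184 at the study's thresholds and 428 (without OVA CDH replicate 3) to 1777 (without PBS CDH replicate 2), with 529 and 688 without PBS CDH replicates 1 and 3 and 464 and 712 without OVA CDH replicates 1 and 2. Genes changed in whole-lung sums, CDH versus RA, both challenges, numbered 230, and 553 with DESeq2, 838 with detected genes, 1029 with no upper limit, 42 with a mitochondrial share under 5%, 47 at the study's thresholds and 25 (without OVA RA replicate 3) to 516 (without PBS CDH replicate 2), with 40 and 149 without PBS RA replicates 1 and 2, 52 and 122 without PBS CDH replicates 1 and 3, 47 and 69 without OVA RA replicates 1 and 2 and 78 and 28 without OVA CDH replicates 2 and 3. For genes changed in whole-lung sums, difference of the CDH effect between challenges, the count was 0 with edgeR (1144 at an unadjusted p under 0.05), 92 with DESeq2 and 0 to 136 (without PBS CDH replicate 2), with 1 without PBS RA replicate 1 or OVA CDH replicate 1.

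Genes changed within cell classes, CDH versus RA, PBS, numbered 49, and 379 with detected genes, 392 with no upper limit, 154 with DESeq2, 20 with a mitochondrial share under 5%, 665 with no filter and 37 (without PBS RA replicate 2) to 324 (without PBS RA replicate 3), with 77 and 84 without PBS CDH replicates 1 and 2. Genes changed within cell classes, CDH versus RA, OVA, numbered 58, and 110 with detected genes, 112 with no upper limit, 111 with DESeq2, 672 with no filter, 88 with only the 2 groups compared, 33 at the study's thresholds and 26 (without OVA CDH replicate 3) to 149 (without OVA CDH replicate 1), with 34 without OVA CDH replicate 2, 33 and 28 without OVA RA replicates 1 and 2 and 91 without PBS CDH replicate 2.

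The count of class shares was 0 by edgeR for cell class abundance, CDH versus RA, PBS, and 1 with a mitochondrial share under 5%. It was 1 for cell class abundance, CDH versus RA, OVA, and 2 with detected genes, 3 with no upper limit, 0 with centred components and 0 (without any 1 OVA RA replicate, or OVA CDH replicate 1) to 1. For cell class abundance, OVA versus PBS, CDH, it was 10, and 16 with detected genes, 16 with no upper limit and 5 with a mitochondrial share under 5%; for cell class abundance, OVA versus PBS, RA, it was 14, and 9 (without OVA RA replicate 2) to 14. The share of proliferating cell, OVA versus PBS, RA, changed by -2.80 and by 0.41 with centred components; the share of classical monocyte, OVA versus PBS, CDH, by -0.20 and by 1.17 with detected genes and 1.16 with no upper limit; and Il4r, OVA versus PBS, RA, by -0.13 and by 0.41 with no upper limit.

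The number of called lists was 10 in gene list tests, CDH versus RA, PBS, and 0 with an estimated correlation and 2 with fry. In gene list tests, CDH versus RA, OVA, it was 6, and 15 with detected genes, 14 with no upper limit, 0 with an estimated correlation, 1 with fry and 6 to 12 (without OVA CDH replicate 2), with 10 without PBS RA replicate 3 or any 1 PBS CDH replicate. With an estimated correlation 0 lists passed in gene list tests, OVA versus PBS, RA (14 with the preset one) and in gene list tests, OVA versus PBS, CDH (11). In gene list tests, CDH versus RA, both challenges, it was 7, and 12 with detected genes, 12 with no upper limit, 0 with an estimated correlation and 4 with fry; in gene list tests, difference of the CDH effect between challenges, it was 8, and 5 with a mitochondrial share under 5%, 0 with an estimated correlation, 0 with fry and 5 (without PBS RA replicate 2, or PBS CDH replicate 1) to 9.

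Adjusted p of lists whose direction turned follows, as the main value, then with detected genes and with no upper limit. With detected genes and an estimated correlation the smallest adjusted p of any list was 0.0753. The list glucocorticoid-responsive genes, CDH versus RA, PBS, gave 0.839, 0.00630 and 0.0191; the list cytotoxicity, CDH versus RA, PBS, 0.775, 3.45e-09 and 2.30e-09; the list dissociation and immediate early genes, CDH versus RA, PBS, 0.0122, 0.373 and 0.342; and the list cytosolic ribosomal proteins, CDH versus RA, PBS, 3.65e-05, 0.564 and 0.478. The list class II antigen presentation, OVA versus PBS, RA, gave 0.0832, 0.00476 and 0.0129 (3.49e-04 with a mitochondrial share under 5%), and the list cytotoxicity, OVA versus PBS, RA, 1.43e-05, 0.101 and 0.0802. The list class II antigen presentation, OVA versus PBS, CDH, gave 0.235, 0.00153 and 0.00175 (8.07e-05 with a mitochondrial share under 5%); the list cytotoxicity, OVA versus PBS, CDH, 4.83e-10, 0.0424 and 0.0296; and the list cytosolic ribosomal proteins, OVA versus PBS, CDH, 0.397, 0.00282 and 9.51e-04. The list dissociation and immediate early genes, CDH versus RA, both challenges, gave 0.308, 0.0239 and 0.0210, and the list cytosolic ribosomal proteins, CDH versus RA, both challenges, 0.00302, 0.0209 and 0.00870. The list cell cycle, difference of the CDH effect between challenges, gave 0.0156, 0.292 and 0.238, and the list collagen and extracellular matrix, difference of the CDH effect between challenges, 0.703, and 0.0238 with a mitochondrial share under 5%. The list cytosolic ribosomal proteins, CDH versus RA, OVA, gave 0.820, 0.00324 with a mitochondrial share under 5%, and 0.0277 (without OVA CDH replicate 2) to 0.765.

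Whether replicate numbers pair the PBS libraries is not shown, and elsewhere libraries share only a number. With the replicate block over both challenges, which forces the PBS pairs on the OVA libraries too, the counts for whole-lung sums were 0 for CDH in PBS by edgeR, 4 for CDH in OVA and 103 over both challenges, and within classes 187 in PBS and 91 in OVA; in PBS it kept 0 of 23 called named genes in whole-lung sums and all 10 lists, and 13 further genes passed within classes. With the replicate block within PBS, the counts for CDH in PBS were 528 in whole-lung sums and 514 within classes. It lost 0 of these 23 genes, 1 of 19 genes within classes and 0 of 10 lists, and 24 further named genes passed, 7 of them within classes. Neither block changed another call in PBS.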

Differences from the paper's values

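All alternatives named here were set before the data were examined; the list of the paper's directions was drawn up only after the values were seen. The paper tested cells as replicates with a Wilcoxon rank sum test at a log fold of 0.20 and detection in 10% of cells, while libraries are the replicates here and the counts below use an adjusted p under 0.05 without these 2 thresholds unless named.

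The paper gives 48 genes shared by all 4 comparisons and 2 were found here; DESeq2, with 35, comes within 1.5 times of it, and no other alternative does, the study's thresholds giving 0. For genes in both OVA versus PBS comparisons and neither CDH versus RA comparison, the paper gives 420 and 792 were found here. Within 1.5 times of the paper's lie the fit of only the 2 groups compared (351), a mitochondrial share under 5% (505) and leaving out PBS RA replicate 1 (582), PBS CDH replicate 1 (468) or 3 (560), OVA RA replicate 1 (602), 2 (519) or 3 (574), or OVA CDH replicate 1 (378), 2 (502) or 3 (360). DESeq2 (978), RLE size factors (787), no filter (764), the replicate block (714), the highly expressed genes left out (801), detected genes (4928), no upper limit (4895), doublets left out (801), PBS RA replicate 2 (637) or 3 (764) or PBS CDH replicate 2 (912) left out, and the study's thresholds (127) do not. The paper gives 95 genes for OVA against PBS in RA alone and 2058 were found here; no alternative comes within 1.5 times, the lowest being 666 at the study's thresholds.

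Cells per library were about 5100 for PBS RA in Fig. 2b of the paper, read by eye, and 2829 here, about 5600 in Fig. 2b and 2358 here for PBS CDH, and about 9900 in Fig. 2b and 3540 here for OVA RA. With detected genes the values here were 5570, 5165 and 7661 and with no upper limit 5639, 5246 and 7963, all within 1.5 times; a mitochondrial share under 5% (1949, 1180 and 1951) and doublets left out (2823, 2356 and 3517) were not. Granulocytes per library were about 930 in Fig. 2c of the paper, read by eye, and 1762 here for PBS RA, about 1800 in Fig. 2c and 924.7 here for PBS CDH, and about 1900 in Fig. 2c and 1195 here for OVA RA. No alternative comes within 1.5 times for these 3 groups: detected genes and no upper limit both give 1780, 931 and 1224, a mitochondrial share under 5% 1594, 871 and 1154, doublets left out 1761, 924.7 and 1194, Leiden resolution 2.0 1761, 924 and 1194, and centred components 1749, 924.3 and 1198. With detected genes the libraries of the other rearing label held 931 granulocytes beside the paper's about 930 in Fig. 2c, 1780 beside about 1800 in Fig. 2c, and 1902 beside about 1900 in Fig. 2c, in the same order of groups.

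Genes in the CDH versus RA comparison of PBS-challenged rats were about 310 in Fig. 3a of the paper, read by eye, and 155 here; no filter on low counts (236) and leaving out PBS RA replicate 3 (298) come within 1.5 times, and no other alternative does (DESeq2 672, detected genes 118, no upper limit 176, study's thresholds 60). In OVA-challenged rats they were about 170 in Fig. 3b of the paper and 11 here; DESeq2 (186) comes within 1.5 times, and no other alternative does (detected genes 18, no upper limit 41, study's thresholds 0 by edgeR with 857 at an unadjusted p under 0.05).

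Directions of CDH against RA that run against the paper follow, as the value here and then that with detected genes. The paper's pathway directions come from gene set enrichment within cell populations. The lists here hold other selections of genes and were tested on whole-lung sums, so the 2 are unlike measures. The paper has class I antigen presentation rising with CDH; the list fell in PBS (adjusted p = 3.82e-08, then 1.41e-14) and in OVA (3.08e-17, then 5.03e-13), and with an estimated correlation adjusted p was 0.389 and 0.0872. Class II genes rise in the paper, and the list ran lower in PBS (adjusted p = 0.852, then 0.564) and in OVA (0.0532, then 0.767); RT1-Bb, the 1 member that passed in whole-lung sums, rose in PBS by 2.28 (adjusted p = 0.0321), and within B cells by 2.04 and interstitial macrophages by 3.60 among other classes, as in the paper. Matrix and collagen pathways fall in the paper, and the list rose in PBS (2.69e-08, then 6.60e-15) and in OVA (4.41e-24, then 1.61e-13), with an estimated correlation adjusted p = 0.457 and 0.0872; within fibroblasts of OVA-challenged rats (CDH versus RA, OVA, fibroblast, collagen and extracellular matrix) it fell, as in the paper (adjusted p = 1.21e-07, and 0.199 estimated; median -0.62). Gas transport rises in OVA and falls in PBS in the paper; hemoglobin and erythroid genes fell in OVA (3.28e-04, then 0.00413; adjusted p = 0.278 with an estimated correlation) and ran higher in PBS (0.812, then 0.419). Cytotoxicity pathways rise in OVA in the paper and ran lower (0.455, then 1.38e-07); in PBS, where they fall in the paper, the list ran higher (0.775), but fell with detected genes (3.45e-09), as in the paper. Responses to oxygen levels fall in the paper; hypoxia-inducible factor targets fell in PBS (0.0114, then 0.182; adjusted p = 0.457 with an estimated correlation), as in the paper, and ran higher in OVA (0.0533, then 0.0849). The response to steroid hormones falls in the paper, and glucocorticoid-responsive genes ran lower here (PBS 0.839, OVA 0.303) but higher with detected genes (0.00630 and 0.544). Chemotaxis went the paper's way, up in OVA (0.0533, then 3.23e-04) and down in PBS (0.0442, then 0.178). With detected genes and an estimated correlation the smallest adjusted p of any list was 0.0753.

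Fibroblasts are fewer with CDH in the paper and were a larger share here, by 0.88 on the log2 scale (then 1.26) in PBS and 2.21 (then 1.78) in OVA, where the change passed. Ciliated cells are fewer in the paper, in OVA as a trend, and their share changed by 1.53 (then 1.31) in PBS and 0.11 (then 0.37) in OVA. For granulocytes the paper gives no significant difference, with a trending decrease in OVA and a trending increase in PBS. Neutrophil shares changed by 0.04 (then 0.28) in OVA and -0.67 (then -0.80) in PBS. Naive T cells show a trending increase in PBS in the paper, and their share ran higher here (0.77), but not with detected genes (-0.19).

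For single genes, Scgb1a1 falls in PBS in the paper and changed by 1.40 (then 1.35) here, and Scgb3a1 falls in OVA in the paper and changed by 1.58 (then 2.17); neither passed. In naive T cells the paper has higher Cd69 in OVA, higher Lag3 in PBS and lower Scgb3a1 in PBS; the changes here were -0.45 (then -0.44), -1.53 (then -1.63, adjusted p = 0.00377) and 2.70 (then 2.71). In alveolar macrophages the paper has higher Scgb1a1 in OVA (here -0.60, then 0.04) and higher Scgb3a2 in PBS (1.33 with detected genes, the paper's direction). In PBS it also gives an Ifngr1 decrease short of significance, a modest decrease of Cd274 and a drop of Pdcd2 in these cells. With detected genes these changed by 0.46, 0.74 and 0.24. Il33 is higher with CDH in fibroblasts in OVA and in alveolar type II cells in PBS in the paper; here it changed by -1.42 (then -0.19) and, with detected genes, -0.10. For Hif1a the paper gives a trending increase in mast cells in OVA and an increase in plasma cells in PBS that was not significant. With detected genes Hif1a changed there by -0.31 and -0.10. Scgb1a1 in mast cells in OVA changed by 0.60, the paper's direction. The paper finds mast cell Il4 chiefly in RA animals and Il17a, Il1a and Il5 below detection; transcripts of these genes were counted here at the corresponding statements, mast cell Il4 with 2 UMIs in RA and 60 in CDH (15 and 60 with detected genes).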

Other observations

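The test of exchanged rearing labels, the test of another reading of the cell limit, the replicate block within PBS and the splits of the libraries were chosen only after the results were seen; the test of exchanged challenge labels was fixed earlier.

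Further genes differed between the rearing groups. In PBS-challenged rats Thra, the thyroid hormone receptor alpha, rose from 13.2 ± 2.59 CPM in RA to 21.9 ± 3.07 in CDH (log2 fold change 0.74, SE 0.16, adjusted p = 0.0462), and Nedd4, a ubiquitin ligase, from 32.9 ± 3.37 to 52.2 ± 7.88 CPM (0.67, SE 0.14, adjusted p = 0.0401). Tmem140 fell from 267 ± 67.4 to 69.1 ± 22.2 CPM (-1.95, SE 0.27, adjusted p = 0.0219), and within neutrophils from 419 ± 117 to 161 ± 32.7 CPM (-1.38, SE 0.24, adjusted p = 0.0301). Tagap, a GTPase-activating gene of activated T cells, fell from 340 ± 169 to 96.1 ± 23.7 CPM (-1.82, SE 0.34, adjusted p = 0.0303), and Wdr91 by 1.83 (SE 0.31, adjusted p = 0.0270). These whole-lung calls were lost with only the 2 groups compared, with the replicate block over both challenges (adjusted p = 0.0548 to 0.0724) and without PBS RA replicate 1 or 2 or PBS CDH replicate 1 or 3, and not with the replicate block within PBS (adjusted p = 0.00727 to 0.0178). In regulatory T cells Btg1, a brake on proliferation, rose from 1584 ± 79.7 to 2357 ± 166 CPM (0.57, SE 0.14, adjusted p = 0.0398), and in B cells Clec4m fell from 138 ± 32.7 to 61.3 ± 26.1 CPM (-1.32, SE 0.25, adjusted p = 0.0198; 0.144 with the replicate block within PBS). In OVA-challenged rats endothelial cells held more Slc6a6, the taurine transporter, at 161 ± 39.7 CPM in CDH against 27.1 ± 5.38 in RA (2.47, SE 0.41, adjusted p = 0.00629), and less Kcne3 (223 ± 79.1 to 34.7 ± 22.6 CPM; -2.82, SE 0.43, adjusted p = 0.00390). Nonclassical monocytes lost Pla2g2d, a secreted phospholipase (48.3 ± 20.3 to 5.67 ± 5.54 CPM; -3.41, SE 0.55, adjusted p = 0.0181), and Rgs1 (-2.59, SE 0.48, adjusted p = 0.0414), and gained Lbp (0.92, SE 0.18, adjusted p = 0.0414); in B cells Pik3ip1, an inhibitor of PI3K, fell by 1.04 (SE 0.19, adjusted p = 0.00390) and Gpr171 rose by 0.65 (SE 0.15, adjusted p = 0.0360).

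Between the 2 runs, OVA libraries against PBS libraries, several genes differed in RA animals. Arg1 fell from 34.3 ± 11.2 to 1.54 ± 0.417 CPM (log2 fold change -4.47, SE 0.68, adjusted p = 0.00112) and Mrc1, the mannose receptor, from 32.5 ± 18.03 to 1.89 ± 0.691 CPM (-4.12, SE 0.58, adjusted p = 7.31e-04). Bpifa1, a secreted airway defence protein, rose from 17.5 ± 22.2 to 452 ± 455 CPM (4.67, SE 1.02, adjusted p = 0.00717) and Alox15, a lipoxygenase that IL-4 and IL-13 induce, from 2.02 ± 1.55 to 17.9 ± 5.61 CPM (3.08, SE 0.43, adjusted p = 6.62e-04). In RA animals 26 members of the type I interferon response fell over all genes and 0 rose (adjusted p = 5.69e-11, adjusted p = 0.245 with an estimated correlation; 34 fell adjusted over the list alone). Of class I antigen presentation 14 fell (adjusted p = 3.35e-06, adjusted p = 0.207 with an estimated correlation; 17 adjusted over the list alone), and of chemokines and leukocyte chemotaxis 23 fell and 4 rose (adjusted p = 7.70e-07, adjusted p = 0.132 with an estimated correlation; 24 and 4 adjusted over the list alone). In CDH animals 14 members of cytotoxicity fell (adjusted p = 4.83e-10, adjusted p = 0.277 with an estimated correlation; 21 adjusted over the list alone), with Gzmb at 299 ± 187 CPM in PBS and 56.1 ± 30.6 in OVA (-2.41, SE 0.58, adjusted p = 0.0274); with cells kept by detected genes the list cytotoxicity, OVA versus PBS, CDH, ran the other way (adjusted p = 0.0424). Type 2 inflammation genes fell in CDH animals as well (adjusted p = 0.0153, adjusted p = 0.138 with an estimated correlation), 8 over all genes and 0 rising, with 10 falling and 3 rising adjusted over the list alone. ILC2 and proliferating cells held smaller shares in OVA RA than in PBS RA (share of innate lymphoid cell 2 -3.81 on the log2 scale, adjusted p = 0.00820 from edgeR, and share of proliferating cell -2.80, adjusted p = 0.00433). The share of B cell rose by 2.24 (adjusted p = 0.00976). The change of the proliferating cell share turned positive with components centred per library. None of these differences can be told apart from one between the 2 sequencing runs.

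The remaining lists gave these values for CDH against RA. In PBS-challenged rats cytosolic ribosomal proteins rose as a list (adjusted p = 3.65e-05, adjusted p = 0.742 with an estimated correlation) with 0 of 90 members called by edgeR, among 2097 genes of any kind at an unadjusted p under 0.05 and 672 called by DESeq2. The cell cycle list (adjusted p = 0.00572, adjusted p = 0.457 with an estimated correlation), dissociation and immediate early genes (adjusted p = 0.0122, adjusted p = 0.465 with an estimated correlation) and RT1 genes (adjusted p = 0.00699, adjusted p = 0.488 with an estimated correlation) fell. The ribosomal list and the dissociation list ran the other way with cells kept by detected genes, where neither passed. In OVA-challenged rats RT1 genes fell (adjusted p = 6.52e-13, adjusted p = 0.0872 with an estimated correlation; 7 of 23 adjusted over the list alone). In PBS and in OVA, adjusted p was 0.0956 and 0.339 for neutrophil granule and alarmin genes, 0.598 and 0.858 for surfactant and alveolar type II genes, 0.942 and 0.765 for immunoglobulin and plasma cell genes and 0.839 and 0.339 for Y-linked genes. In OVA it was 0.298 for dissociation and immediate early genes, 1.00 for cell cycle and 0.820 for cytosolic ribosomal proteins.

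Other class shares for CDH against RA did not pass the test. Among PBS-challenged rats the log2 change was 1.09 (adjusted p = 0.241) in the share of alveolar macrophage, 0.88 (adjusted p = 0.221) in the share of nonclassical monocyte and -1.61 (adjusted p = 0.170) in the share of proliferating cell. In OVA-challenged rats it was -0.64 (adjusted p = 0.926) in the share of erythroid cell.

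The direction of the CDH against RA differences was weighed against exchanged labels, because most of it runs against the paper. For pathways, the gene lists used here, in whole-lung sums, stand for the paper's gene sets within cell populations. The CDH directions the paper states, some of them only as trends, were listed by hand after the values had been seen. Of these, 80% (24 of 30) are opposite in the files, exactly at the bound used. With cells kept by detected genes 81.6% (31 of 38) are opposite, and of called results 6 of 8 and 9 of 11. All 8 mean cell numbers read by eye from the paper's figures lie nearer to the libraries of the other rearing label with cells kept by detected genes. Under the main limits the paper's cells per library lie nearer to their own label for PBS RA (2829, against 2358 in PBS CDH). The same holds for OVA CDH (5509, against 3540 in OVA RA). With detected genes the paper's granulocyte numbers lay 0.549 to 0.952 from their own label on the log2 scale, and 0.00103 to 0.0873 from the other. Another reading of the limit on cells is argued against, since only 2 of the 24 opposite directions turn with it. A biological difference between the rearing groups would not by itself give opposite directions in the same libraries. How far differing tests and gene lists account for them was not tested. An exchange of rearing labels between the deposited libraries and the study's own comparison is a candidate explanation and is not shown. Which side would hold the true labels is open. The paper's airway measurements, in which CDH lowered reactivity, come from other readouts and do not settle it. An exchange of challenge labels between the 2 runs cannot be decided. A letter mark that the names of the OVA files alone carry has no settled meaning. Kept cells per library, more numerous after OVA in the paper, run with the labels (8774 in OVA and 5368 in PBS libraries with detected genes, exact permutation p = 0.00216). They also follow the mitochondrial limit, which removes 30.4 to 53.2% of barcodes in PBS libraries and 17.7 to 24.9% in OVA libraries. Larger structural classes run with the labels too (ciliated cell 3.36, smooth muscle cell or pericyte 3.71, endothelial cell 1.64 on the log2 scale in OVA versus PBS, RA). So does the lower Hif1a after OVA (-1.03 in RA, adjusted p = 0.00186 from edgeR, and -0.92 in CDH, adjusted p = 0.011), and the paper reports both. Of 6 items the paper reports as higher after OVA, 3 are higher in the OVA libraries (mast cells 0.370 to 0.472%, erythroid cells 0.00568 to 3.26%, Scgb3a1 259 to 1705 CPM) and 3 lower (interstitial macrophages 2.35 to 0.203%, plasma cells 0.183 to 0.0101%, T cells 9.52 to 8.91%). The cell items are shares of kept cells, while the paper's figure counts cells. In numbers, the larger naive T cell cluster rose (198 to 793 in RA, 349 to 1309 in CDH) and regulatory T cells fell (345 to 87 and 296 to 151). Most cytokine transcripts run against the challenge labels. With detected genes Il5 gave 377, 444, 21 and 41 UMIs in PBS RA, PBS CDH, OVA RA and OVA CDH. Il13 gave 13, 22, 4 and 2, Il17a 7292, 12571, 511 and 525, and Il4 446, 306, 184 and 314. The paper reports more of these cytokines after OVA, as protein from splenocytes. Alox15, which IL-4 and IL-13 induce, was higher in OVA RA than in PBS RA.

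For the effect of CDH over both challenges, the splits argue against chance for the count of genes in the fit without a block, without excluding it. The real split gave 230, and the highest of the others gave 4 among 100, and 2 among the 80 that exchange rearing labels within the PBS pairs. Under the replicate block within PBS, 2 of these 80 splits gave at least the real 393, a share under 0.05, but the other of the 2 gave 526. It keeps the PBS labels and exchanges OVA RA replicates 1 and 2 with OVA CDH replicates 1 and 3, so this count does not show an effect common to both challenges. The count was 103 with the replicate block over both challenges, and no splits were counted under it. For its lists chance cannot be excluded, since 51 of 100 splits gave at least the 7 lists of the real one, up to 12. The comparisons of 3 libraries with 3 have 10 splits, too few for a share under 0.05. In them the real and the highest other count of genes in whole-lung sums were 155 and 3 for CDH in PBS, 11 and 0 for CDH in OVA, 2999 and 0 for OVA in RA and 1112 and 0 for OVA in CDH. Within cell classes they were 49 and 32 for CDH in PBS and 58 and 30 for CDH in OVA. Lists gave 10 and 12 for CDH in PBS, 6 and 14 for CDH in OVA, 14 and 11 for OVA in RA and 11 and 11 for OVA in CDH, and class shares 0 and 0, 1 and 0, 14 and 0, and 10 and 1 in the same order.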
